# Motor dysfunction and neurodegeneration in a *C9orf72* mouse line expressing poly-PR

**DOI:** 10.1038/s41467-019-10956-w

**Published:** 2019-07-02

**Authors:** Zongbing Hao, Liu Liu, Zhouteng Tao, Rui Wang, Haigang Ren, Hongyang Sun, Zixuan Lin, Zhixiong Zhang, Chenchen Mu, Jiawei Zhou, Guanghui Wang

**Keywords:** Amyotrophic lateral sclerosis, Neurodegeneration

## Abstract

A GGGGCC hexanucleotide repeat expansion in intron 1 of *chromosome 9 open reading frame 72* (*C9ORF72*) gene is the most common genetic cause of amyotrophic lateral sclerosis (ALS) and frontotemporal dementia. Repeat-associated non-ATG translation of dipeptide repeat proteins (DPRs) contributes to the neuropathological features of c9FTD/ALS. Among the five DPRs, arginine-rich poly-PR are reported to be the most toxic. Here, we generate a transgenic mouse line that expresses poly-PR (GFP-PR_28_) specifically in neurons. GFP-PR_28_ homozygous mice show decreased survival time, while the heterozygous mice show motor imbalance, decreased brain weight, loss of Purkinje cells and lower motor neurons, and inflammation in the cerebellum and spinal cord. Transcriptional analysis shows that in the cerebellum, GFP-PR_28_ heterozygous mice show differential expression of genes related to synaptic transmission. Our findings show that GFP-PR_28_ transgenic mice partly model neuropathological features of c9FTD/ALS, and show a role for poly-PR in neurodegeneration.

## Abstract (web summary)

Repeat-associated non-ATG translation of dipeptide repeat proteins (DPRs) contributes to disease manifestation in FTD/ALS associated with the hexanucleotide repeat expansion of the *C9ORF72* gene. Here the authors show that a transgenic mouse line expressing poly-PR28 in neurons displays some signs of neuronal loss that mirrors that seen in the disease.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a devastating neurodegenerative disease characterized by defects in upper and lower motor neurons. Mostly, the patients died of failure of the respiratory muscles within 1 to 5 years of disease onset^1,2^. Frontotemporal dementia (FTD) is a group of neurodegenerative disease characterized by progressive defects in frontal and temporal cortices^3^. Recent studies in ALS and FTD reveal that both diseases share many common genetic mutations and pathological features. A GGGGCC hexanucleotide-repeat expansion in *C9ORF72* gene is the most common genetic cause of ALS and FTD^4–6^.

The proposed pathological mechanisms of *C9ORF72* gene mutation can be classified into three prototypes. First, loss of C9ORF72 protein function associates with cell death. Although C9ORF72 functions in endosome mature^7^ and lysosome autophagy^8–10^, *C9orf72* null mice do not show motor neuron degeneration^11–14^. Second, RNA foci gain-of-function links to the pathology of c9FTD/ALS. The sense and antisense RNA foci have been found to sequester RNA-binding proteins in induced pluripotent stem cell (iPSC)-differentiated neurons^15–17^, suggesting a gain of RNA toxicity. The BAC transgenic mouse lines display RNA foci and dipeptide-repeat protein (DPR) inclusions of c9FTD/ALS, either with or without a phenotype or neurodegeneration that may be associated with expression level, age, and repeat length in animals^12,18–20^. Third, gain of function by repeat-associated non-ATG initiated translation of five DPRs (poly-GA, GR, GP, PA, and PR) leads to DPR toxicity to neurons^21–27^. Notably, a recent publication demonstrated that C9ORF72 insufficiency causes neuron deficiency in coordination with toxic-repeat peptides^7^, suggesting an involvement of multiple mechanisms.

Among the five DPRs, arginine-rich GR and PR DPRs have been reported to be highly toxic. Expression of GR or PR causes significant cell death in vitro^23,24^. In addition, the specific expression of GR or PR in Drosophila eyes causes severe degeneration^23,25,27,28^. What is more, several groups have generated *C9ORF72* BAC transgenic mice, which suggest that gain of function may be a primary cause of c9FTD/ALS^12,18–20^. In GFP-GA_50_-expressing mice, the mice developed poly-GA inclusions and behavioral abnormalities^29^. Recently, a long poly-GR mouse model, which was infected with adeno-associated virus (AAV) containing 100 repeats of GR, shows neurodegeneration and behavioral defects^30^. Expression of DPRs in primary cultured neurons and flies, especially poly-PR and poly-GR, is toxic to neurons^23^. However, it remains unclear whether the poly-PR is sufficient to induce neurodegeneration and behavioral changes in mice.

Here, we establish GFP-PR_28_ transgenic mice which express poly-PR under the control of neuronal *Thy1* promoter. Our results show that GFP-PR_28_ homozygous mice decrease survival, while GFP-PR_28_ heterozygous mice develop DPR inclusions and show atrophy of the cerebral cortex and loss of Purkinje cells in the cerebellum and motor neurons in the spinal cord. The GFP-PR_28_ heterozygous mice have motor imbalance and ataxia-like phenotype. Gene Ontology (GO) analyses after RNA sequencing suggest a dysregulation of synaptic transmission-related genes and activation of inflammation in the GFP-PR_28_ heterozygous mice.

## Results

### Distribution of GFP-PR_28_ in the heterozygous mice

To elucidate the pathological characters of poly-PR underlying c9FTD/ALS, we established *GFP-PR*_*28*_^*flox/flox*^ transgenic mice by inserting the GFP-PR_28_ construct into the *Rosa26* site. We bred *GFP-PR*_*28*_^*flox/flox*^ mice with Thy1-Cre mice, so that the stop codon before GFP-PR_28_ was eliminated by Cre recombinase, leading to a specific expression of GFP-PR_28_ in neurons under the control of *Thy1* promoter (Fig. 1a, b). After crossing, we got the *GFP-PR*_*28*_^*flox/+*^; *Thy1-Cre*^*+/*−^ mice and *GFP-PR*_*28*_^*flox/+*^; *Thy1-Cre*^*−/*−^ mice. The *GFP-PR*_*28*_^*flox/+*^; *Thy1-Cre*^*+/*−^ mice were the heterozygotes expressing poly-PR, and the littermates of *GFP-PR*_*28*_^*flox/+*^;*Thy1-Cre*^*−/*−^ mice were used as control. The produced *GFP-PR*_*28*_^*flox/+*^; *Thy1-Cre*^+^ mice (heterozygote) were further crossed with *GFP-PR*_*28*_^*flox/flox*^ transgenic mice to produce *GFP-PR*_*28*_^*flox/flox*^; *Thy1-Cre*^*+*^ mice (homozygote).

**Fig. 1:**
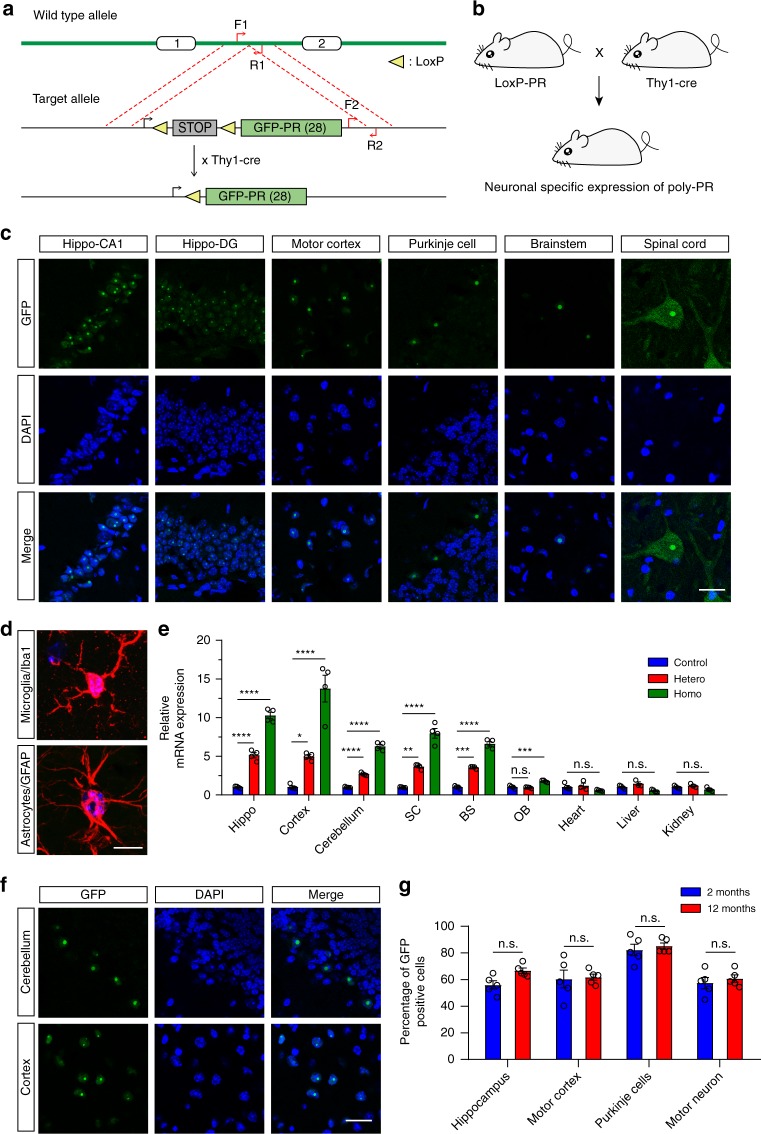
Distribution of GFP-PR_28_ in heterozygous mice. **a** Diagram of the construct containing *GFP-PR*_*28*_^*flox/flox*^ in *Rosa26* site. **b** Breeding scheme for producing *GFP-PR*_*28*_^*flox/+*^*;Thy1-Cre* *+* heterozygous mice driven by *Thy1* promoter for neuronal expressions. **c** Representative images showing distribution of poly-PR aggregates in different brain regions of GFP-PR_28_ heterozygous mice at 2 months of age. GFP (green), Hoechst (blue). Scale bar represents 50 μm. **d** Representative images showing the distribution of GFP-PR_28_ in GFAP or Iba1-positive glia in the motor cortex of 6-month-old GFP-PR_28_ heterozygous mice. GFP (green), Hoechst (Blue), GFAP/Iba1 (Red). Scale bar represents 10 μm. **e** Relative mRNA levels of GFP in different brain regions and tissues of 20-day-old control, GFP-PR_28_ heterozygous and homozygous mice. Hippocampus (Hippo), spinal cord (SC), brainstem (BS), olfactory bulb (OB). One-way ANOVA, Bonferroni post hoc test; *n* *=* 3–4 mice per group. **f** Representative images showing the distribution of poly-PR aggregates in the cerebellum and motor cortex of GFP-PR_28_ heterozygous mice at 12 months of age. GFP (green), Hoechst (Blue). Scale bar represents 50 μm. **g** Percentage of cells containing GFP-PR_28_ in different brain regions of GFP-PR_28_ heterozygous mice at 2 and 12 months of age. Two-way ANOVA, Bonferroni post hoc test; *n* *=* 5 mice per group. All data were displayed as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not significant

We examined the distribution of GFP-PR_28_ aggregates in different regions of GFP-PR_28_ heterozygous mouse brain at 2 months of age. The intranuclear aggregates of GFP-PR_28_ were presented in the hippocampus, motor cortex, brainstem, and cerebellum of GFP-PR_28_ heterozygous mice (Fig. 1c), and the aggregates co-localize with nucleolin (Supplementary Fig. 1a, b). Moreover, the expression of GFP-PR_28_ was also confirmed by immunohistochemical analysis with poly-PR antibody (Supplementary Fig. 1c). Besides intranuclear aggregates, a diffused cytoplasmic distribution of GFP-PR_28_ was also observed in lumbar motor neurons (Fig. 1c; Supplementary Fig. 1d). Surprisingly, in the cerebellum, the expression of GFP-PR_28_ was majorly observed in Purkinje cell layer, but little expression in the granular layer and molecular layer (Fig. 1c). To exclude the effects of *Thy1* promoter on cellular distribution of GFP-PR_28_ in the cerebellum, the distribution of Cre was examined using immunostaining with Cre recombinase antibody. Immunostaining showed an extensive expression of Cre recombinase in the cerebellum of 2-month-old Thy1-Cre transgenic mice, abundant in the granular layer and Purkinje cell layer (Supplementary Fig. 1e). The expression pattern in the cerebellum was further confirmed using immunostaining with antibody against calbindin, which is a specific marker of Purkinje cells in the cerebellum (Supplementary Fig. 1f). Moreover, the aggregates were presented in Neu-N-positive neurons (Supplementary Fig. 1g), but not in GFAP or Iba1-positive glia (Fig. 1d). Using quantitative real-time PCR, the GFP-PR_28_ was identified to be expressed in the brain but not in peripheral tissues (Fig. 1e), further suggesting a neuronal-specific expression.

We also examined the distribution of GFP-PR_28_ in the cerebellum and motor cortex of GFP-PR_28_ heterozygous mice at 12 months of age. Poly-PR remained intranuclear and formed aggregates in both regions (Fig. 1f). The percentage of cells with GFP-PR_28_ aggregates in major brain regions of 2-month-old transgenic mice were examined. Among the four regions, cerebellar Purkinje cells had the highest number harboring aggregates of poly-PR (Fig. 1g). Similar results were obtained in the heterozygous mice of GFP-PR_28_ at 12 months of age (Fig. 1g).

### Homozygous mice display decreased survival time

To determine the effects of GFP-PR_28_ on mice, we examined the phenotypes of GFP-PR_28_ homozygous mice. Surprisingly, the homozygous mice showed smaller body size accompanied by smaller brain volumes at 20 days of age than control mice (Fig. 2a; Supplementary Fig. 2a). GFP-PR_28_ homozygous mice displayed lower body weight at 20 days of age than control mice (Fig. 2b), while no significant difference between control and GFP-PR_28_ heterozygous mice was observed at that age, suggesting a possibility that the expressing GFP-PR_28_ at high levels is highly toxic. Furthermore, the expressing GFP-PR_28_ largely shortened the lifespan of the homozygous mice, since the homozygous mice died prematurely, averagely at day 36 after birth. In contrast, the control mice exhibited normal longevity (Fig. 2c).

**Fig. 2:**
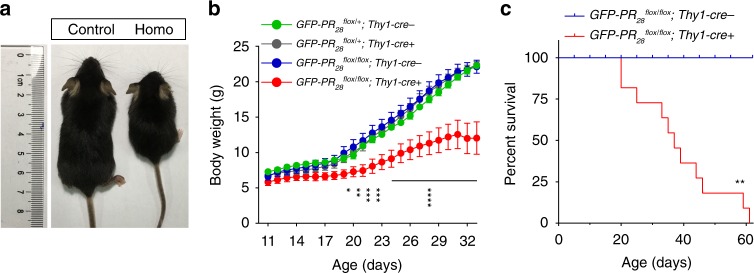
GFP-PR_28_ homozygous mice display reduced body weight and decreased survival. **a** Representative image showing the body size of the control and homozygous mice at 20 days of age. **b** Body weight curves of control, heterozygous, and the homozygous mice from postnatal day 11 to 33. Two-way ANOVA, Bonferroni post hoc test; *n* *=* 4, 6, 6, 6 mice. **c** Kaplan–Meier survival curve of the control and homozygous mice. Gehan–Breslow–Wilcoxon test, *n* = 12, 11 mice. Control: *GFP-PR*_*28*_^*flox/flox*^*;Thy1-Cre-*, Homo: *GFP-PR*_*28*_^*flox/flox*^*;Thy1-Cre* *+* (**c**). All data are displayed as mean ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### Heterozygous mice show motor deficits

As GFP-PR_28_ homozygous mice showed obvious decreased survival, the *GFP-PR28*^*flox/+*^*; Thy1-Cre*^*+*^ (heterozygote) mice were utilized for exploring the pathological and behavioral features. To determine whether the heterozygous mice expressing GFP-PR_28_ show motor defects, we first performed tail-suspension test. Hind limbs clasping and sustained trembling were found in GFP-PR_28_ heterozygous mice at 2 months of age, but not in control mice (Fig. 3a). We supposed that motor neurons are involved in the phenotypes, so we performed hind and fore limbs grip strength test. Surprisingly, GFP-PR_28_ heterozygous mice performed as well as control mice at 6 months of age (Supplementary Fig. 2b, c). Meanwhile, there was no significant difference in the body weight between control and GFP-PR_28_ heterozygous male mice at 2, 4, and 6 months of age (Fig. 3c). However, at 12 months of age, the body weight of male heterozygous mice significantly decreased as compared with control mice (Fig. 3c).

**Fig. 3:**
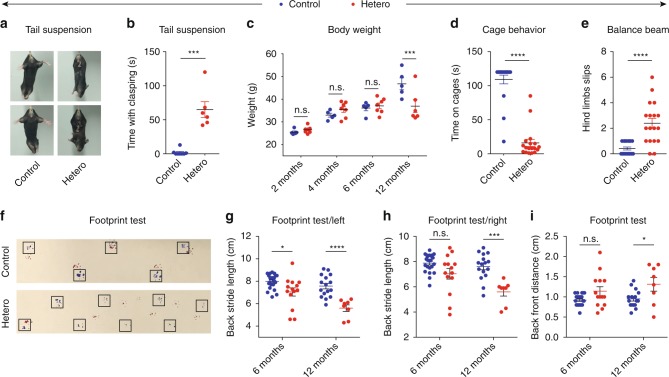
GFP-PR_28_ heterozygous mice show motor deficits. **a** Representative images of male control and GFP-PR_28_ heterozygous mice at 2 months of age in tail-suspension test. **b** Quantification of the clasping time of mice in (**a**) during 2 -min test. Mann–Whitney test, *n* = 8, 6 mice. **c** Body weight of male control and GFP-PR_28_ heterozygous mice at 2, 4, 6, and 12 months old. Two-way ANOVA, Bonferroni post hoc test; *n* = 5, 7 mice. **d** Quantification of time keeping on the edges of cages of male control and GFP-PR_28_ heterozygous mice at 6 months of age. Mann–Whitney test, *n* = 19, 18 mice. **e** The numbers of hind limb foot slips on the balance beam test of male control and GFP-PR_28_ heterozygous mice at 6 months of age. Mann–Whitney test, *n* = 19, 18 mice. **f** Representative images of male control and GFP-PR_28_ heterozygous mice at 12 months of age in footprint test. Fore paws (red), hind paws (blue). Black squares indicate localization of hind paws. **g** Back stride length (left) of 6-, 12-month-old male control and GFP-PR_28_ heterozygous mice measured in footprint test. Two-way ANOVA, Bonferroni post hoc test; 6 months, *n* = 22, 14 mice; 12 months, *n* = 16, 8 mice. **h** Back stride length (right) of 6-, 12-month-old male control and GFP-PR_28_ heterozygous mice measured in footprint test. Two-way ANOVA, Bonferroni post hoc test; 6 months, *n* = 22, 14 mice; 12 months, *n* = 16, 8 mice. **i** Back-front distance measured in footprint test of male control and GFP-PR_28_ heterozygous mice at 6, 12 months of age. Two-way ANOVA, Bonferroni post hoc test; 6 months, *n* = 22, 14 mice; 12 months, *n* = 16, 8 mice. All data are displayed as mean ± s.e.m. *P < 0.05, ***P < 0.001, ****P < 0.0001, n.s. not significant

Using a cage behavior test, a simple and elegant way to assay motor coordination, we found that GFP-PR_28_ heterozygous mice, at 6 months of age, fell down within 2 min when walked along the edges of cage, but control mice did not (Fig. 3d; Supplementary Movies 1, 2), suggesting that GFP-PR_28_ heterozygous mice developed motor imbalance. Therefore, we conducted rotarod test, balance beam test, and footprint test, which were three widely used tests to measure motor functions. GFP-PR_28_ heterozygous mice showed significantly increased hind limb slips on the balance beam (Fig. 3e), age-dependent gait abnormalities (Fig. 3f–i), and decreased latency to fall off the rotarod (Fig. 4a). Similar results were obtained using female heterozygous mice (Supplementary Fig. 2d–h).

**Fig. 4:**
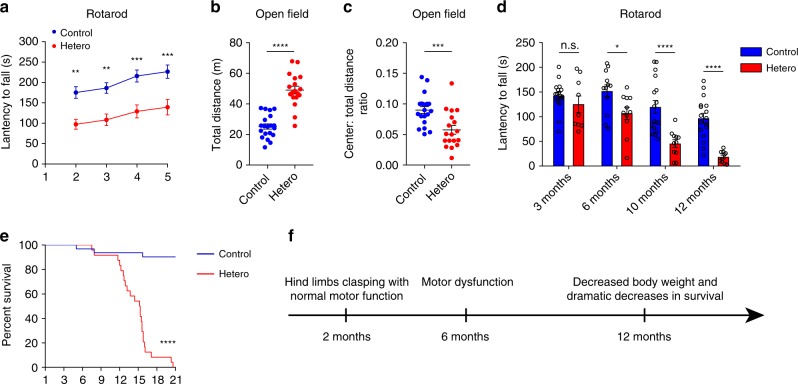
GFP-PR_28_ heterozygous mice show progressive motor deficits and anxiety-like behaviors. **a** Latencies to fall from the accelerated rotating beams of male control and GFP-PR_28_ heterozygous mice at 6 months of age. Two-way ANOVA, Bonferroni post hoc test; *n* = 18, 18 mice. **b**, **c** Open-field test showing the ratio of time in the center area and total ambulatory distance of male control and GFP-PR_28_ heterozygous mice at 6 months of age. Two-tailed *t* test, *n* = 20, 18 mice. **d** Latencies to fall from the accelerated rotating beams of control and GFP-PR_28_ heterozygous mice at 3, 6, 10, and 12–16 months of age. Two-way ANOVA, Bonferroni post hoc test; 3 months, *n* = 17, 9 mice; 6 months, *n* = 12, 11 mice; 10 months, *n* = 17, 11 mice; 12–16 months, *n* = 17, 10 mice. **e** Kaplan–Meier survival curve of control and heterozygous mice. Gehan–Breslow–Wilcoxon test, *n* = 32, 24 mice. **f** Diagram of the disease progression of GFP-PR_28_ heterozygous mice. All data are displayed as mean ± s.e.m. *P < 0.05, ***P < 0.001, ****P < 0.0001, n.s. not significant

We also performed open-field test to measure locomotion activity. GFP-PR_28_ heterozygous mice displayed a longer distance exploring the novel environment, with decreased time spent in the center region of the chamber compared with control mice (Fig. 4b, c), indicating hyperactivity and anxiety-like behaviors. To determine the disease progression of GFP-PR_28_ heterozygous mice, motor performance was evaluated at 3, 6, 10, and 12–16 months of age. Motor deficiency was observed at 6 months of age and deteriorated at 10 months of age (Fig. 4d). In addition, the GFP-PR_28_ heterozygous mice showed dramatically decreased survival between 12 and 18 months of age (Fig. 4e). The disease progression is summarized in Fig. 4f.

### Heterozygous mice show motor-related neurodegeneration

Given that GFP-PR_28_ heterozygous mice developed motor behavior defects, we examined brain weight and cerebellum weight, as well as the body weight of mice at 2, 5, and 12 months of age. Despite no significant difference of body weight between control and GFP-PR_28_ heterozygous mice until 12 months old (Figs 2b, 3c; Supplementary Fig. 3a), the brain weight or cerebellum weight was significantly reduced as early as at age of 2 months (Supplementary Fig. 3b, c). Immunohistochemical staining further confirmed the atrophy of the cerebellum and decreased thickness of the molecular layer (Fig. 5a, b). As the expression of GFP-PR_28_ was specifically localized in Purkinje cells of the cerebellum, and GFP-PR_28_ transgenic mice showed obvious motor imbalance, we evaluated the numbers of Purkinje cell in the cerebellum. Interestingly, immunostaining showed a significantly decreased numbers of Purkinje cell in 6-month-old GFP-PR_28_ heterozygous mice compared with control mice (Fig. 5c, d).

**Fig. 5:**
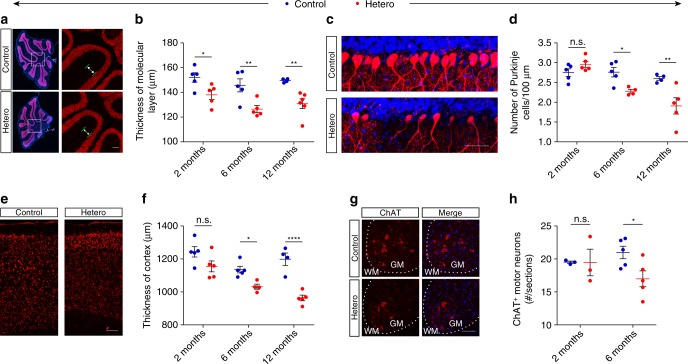
Expression of GFP-PR_28_ causes motor-related neurodegeneration. **a** Representative images showing the size of the cerebellum and the thickness of the molecular layer of control and GFP-PR_28_ heterozygous mice at 6 months of age. Neu-N (red), Hoechst (blue). White squares indicates enlarged area. Green lines indicate the thickness of the molecular layer. Scale bar represents 100 μm. **b** Quantification of the thickness of molecular layer of control and GFP-PR_28_ heterozygous mice at 2, 6, and 12 months of age. Two months, *n* = 5, 5 mice; 6 months, *n* = 5, 5 mice; 12 months, *n* = 4, 6 mice. **c** Representative images showing the numbers of cerebellar Purkinje cells of 6-month-old control and GFP-PR_28_ heterozygous mice. Calbindin (red), Hoechst (blue). Scale bar represents 50 μm. **d** Quantification of the numbers of calbindin positive Purkinje cells of control and GFP-PR_28_ heterozygous mice at 2, 6 and 12 months of age. Two months, *n* = 5, 5 mice; 6 months, *n* = 5, 5 mice; 12 months, *n* = 4, 5 mice. **e** Representative images showing the thickness of motor cortex of control and GFP-PR_28_ heterozygous mice at 6 months of age. Scale bar represents 100 μm. **f** Quantification of the thickness of the motor cortex of control and GFP-PR_28_ heterozygous mice at 2, 6, and 12 months of age. Two months, *n* = 5, 5 mice; 6 months, *n* = 5, 4 mice; 12 months, *n* = 4, 5 mice. **g** Representative images showing the numbers of ChAT-positive motor neurons in the lumbar spinal cord of 6-month-old control and GFP-PR_28_ heterozygous mice. GM (gray matter), WM (white matter). Scale bar represents 100 μm. **h** Quantification of the numbers of ChAT-positive motor neurons of control and GFP-PR_28_ heterozygous mice at 2 and 6 months of age. Two months, *n* = 3, 3 mice; 6 months, *n* = 5, 5 mice. All data aredisplayed as mean ± s.e.m. Two-way ANOVA, Bonferroni post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, n.s. not significant

As motor behavior defects can be attributed to the loss of upper and lower motor neurons, we evaluated the number of motor neurons in the motor cortex and lumbar spinal cord at 2, 6, and 12 months of age. Unexpectedly, the thickness of the motor cortex significantly decreased in GFP-PR_28_ heterozygous mice (Fig. 5e, f). Moreover, immunohistochemical staining showed loss of ChAT-positive lower motor neurons in the spinal cord of GFP-PR_28_ heterozygous mice (Fig. 5g, h). In addition, we also calculated the number of hippocampal neurons in 6-month-old control and GFP-PR_28_ heterozygous mice using Hoechst staining, no hippocampal neuronal loss was observed (Supplementary Fig. 4a, b). Given that TDP-43 cytoplasmic inclusions are major neuropathological feature of c9FTD/ALS^31,32^, we examined the cellular distribution of TDP-43 in the cerebellum and lumbar spinal cord of control and heterozygous mice at 12 months of age. Immunohistochemical staining showed no cellular inclusion of TDP-43 in the Purkinje cells of the cerebellum and lower motor neurons (Supplementary Fig. 4c).

### Gliosis in heterozygous mice

Gliosis is a major neuropathological feature of neurodegenerative diseases^33^, we wonder whether glia are activated in GFP-PR_28_ heterozygous mice. Immunohistochemical staining showed higher integrated optical densities of GFAP (astrocyte marker) (Fig. 6a) and Iba1 (microglial marker) (Fig. 6b) in the spinal cord of 6-month-old GFP-PR_28_ heterozygous mice compared with control mice (Fig. 6a, b). Unexpectedly, activation of astrocytes in the spinal cord was presented at 2 months of age (Fig. 6c, d), although no obvious neuronal deficiency was observed, suggesting a possibility that neurodegeneration may occur as early as at 2 months of age. The activation of astrocytes was also observed in the cerebellum of GFP-PR_28_ heterozygous mice at 6 months of age (Fig. 6e). Quantitative data for the signal densities of cerebellar astrocytes showed age-dependent activation of inflammation (Fig. 6f). Increased expression of *Gfap* and *Iba1* mRNA further verified the activation of astrocytes and microglia in the cerebellum (Supplementary Fig. 4d, e). However, only a few of GFAP-positive astrocytes in the motor cortex were observed (Supplementary Fig. 4f), and no gliosis in the hippocampus of GFP-PR_28_ heterozygous mice (Supplementary Fig. 4g).

**Fig. 6:**
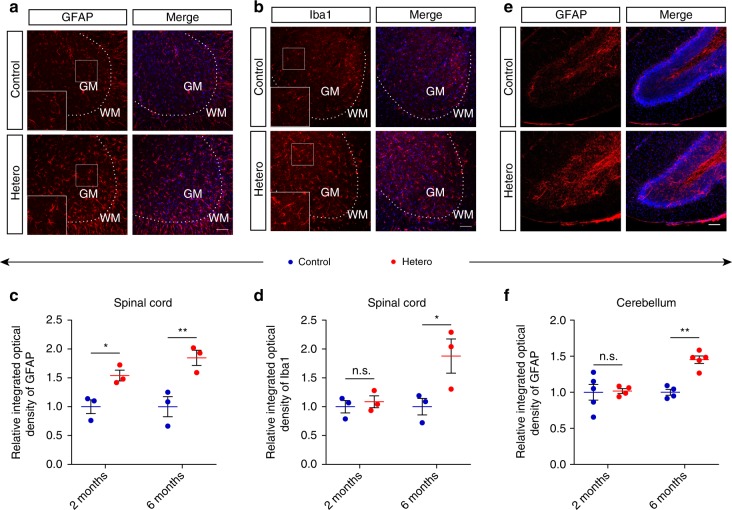
Gliosis in the lumbar spinal cord and cerebellum of GFP-PR_28_ heterozygous mice. **a** Representative images showing the numbers of GFAP-positive astrocytes in the lumbar spinal cord of 6-month-old control and GFP-PR_28_ heterozygous mice. GM (gray matter), WM (white matter). White squares are enlarged views of corresponding images. GFAP (red), Hoechst (blue). Scale bar represents 100 μm. **b** Representative images showing the numbers of Iba1-positive microglia in the lumbar spinal cord of 6-month-old control and GFP-PR_28_ heterozygous mice. GM (gray matter), WM (white matter). White squares are enlarged views of corresponding images. Iba1 (red), Hoechst (blue). Scale bar represents 100 μm. **c** Relative integrated optical density of GFAP in the lumbar spinal cord of control and heterozygous mice at 2 and 6 months of age. Two-way ANOVA, Bonferroni post hoc test; 2 months, *n* = 3, 3 mice; 6 months, *n* = 3, 3 mice. **d** Relative integrated optical density of Iba1 in the lumbar spinal cord of control and heterozygous mice at 2 and 6 months of age. Two-way ANOVA, Bonferroni post hoc test; 2 months, *n* = 3, 3 mice; 6 months, *n* = 3, 3 mice. **e** Representative images showing the numbers of GFAP-positive astrocytes in the cerebellum of 6-month-old control and GFP-PR_28_ heterozygous mice. GFAP (red), Hoechst (blue). Scale bar represents 100 μm. **f** Relative integrated optical density of GFAP in the cerebellum of control and heterozygous mice at 2 and 6 months of age. Two-way ANOVA, Bonferroni post hoc test; 2 months, *n* = 5, 4 mice; 6 months, *n* = 4, 5 mice. All data are displayed as mean ± s.e.m. *P < 0.05, **P < 0.01, n.s. not significant

### RNA-seq analyses of dysregulated genes in heterozygous mice

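Total RNA from the cerebellum of 3 control and 3 GFP-PR28 heterozygous mice at 5 months of age was sequenced, with 1 library per mouse. RNA was extracted with TRIzol, and libraries were made with an NEBNext Ultra kit and sequenced as paired-end reads on an Illumina HiSeq instrument. The authors trimmed the reads with Trimmomatic, aligned them to the mm10 mouse genome with Hisat2 and counted them on each gene with HTSeq. They deposited the raw counts of 46078 genes, without normalization. The paper's text does not name the HTSeq mode, the strand setting or the Ensembl release. Between 13980415 and 16327811 reads per mouse were counted on genes, with a median of 15931683 in control mice and 15278223 in heterozygous mice. Counts were normalized for library size by edgeR's TMM method, and genes with low counts were left out by edgeR's filterByExpr function. The 16481 genes that remained were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the test behind every adjusted p given for a gene unless another is named. The standard error of a log2 fold change was its size divided by the square root of the F statistic. As in the paper's methods, a gene was called differentially expressed when its adjusted p was under 0.05 and its log2 fold change exceeded 0.2 in size. The paper used DESeq2, which was run as an alternative. Expression is given as CPM, the counts scaled by the TMM-normalized library size, as mean ± SD. Positions are those of the GENCODE M21 annotation on GRCm38, the assembly that mm10 stands for.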

To explore the pathological mechanisms that GFP-PR_28_ causes neuronal deficiency, we isolated RNA from the cerebellum of 5-month-old mice and performed RNA sequencing. We identified 239 genes that were upregulated and 399 genes that were downregulated in GFP-PR_28_ transgenic mice relative to control mice (Fig. 7a, b; Supplementary Data 1). 

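In the cerebellum at 5 months, 391 genes were higher and 448 lower in heterozygous mice than in control mice. An unadjusted p under 0.05 was found for 3338 genes, where chance alone would give 824. With DESeq2, 243 genes were higher and 398 lower, and 590 of these 641 genes were also called with edgeR. The alternative that moved the counts most was a single fit of all 12 cerebellum libraries of both ages, which called 104 genes higher and 121 lower. When each mouse was left out in turn, between 163 and 474 genes were higher and between 270 and 548 lower. In 838 of the 839 called genes, the values of the 3 heterozygous mice did not overlap those of the 3 control mice. Over all tested genes, 24.8% did not overlap, against 10% expected by chance.

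Among the called genes whose groups did not overlap, the largest rises were in Clec7a, Vmn1r-ps110 and Ostn. Ostn (ENSMUSG00000052276, chromosome 16, 27307489 to 27351212) rose from 1.05 ± 0.338 CPM in control mice to 9.10 ± 1.25 CPM in heterozygous mice (n = 3 mice per group), a log2 fold change of 3.10 (standard error 0.216, adjusted p = 4.77e-08). Clec7a (ENSMUSG00000079293, chromosome 6, 129461591 to 129472779) was at 3 counts in every control mouse and at 23 to 42 counts in heterozygous mice, whose mean was at least 11.4-fold higher than any control mouse by counts scaled to library totals. The test gave an adjusted p of 2.43e-05 for it. Vmn1r-ps110, annotated as a pseudogene of the vomeronasal receptor family, had 1 to 2 counts in control mice and was at least 4.20-fold higher in heterozygous mice (adjusted p = 0.00356). Its counts are uncertain where reads were shared with related genes. The largest falls were in Kcnv2, Opn3 and Prl2c3. Opn3 (ENSMUSG00000026525, chromosome 1, 175662421 to 175692776) fell to 3.90 ± 0.835 CPM in heterozygous mice from 11.5 ± 1.61 CPM in control mice, with a log2 fold change of −1.57 (standard error 0.167, adjusted p = 6.71e-06). Its annotation overlaps the gene Chml on the same strand. Kcnv2 changed by −1.65 (adjusted p = 0.0270) and Prl2c3, a member of a family of similar prolactin genes, by −1.44 (adjusted p = 0.00320) on the log2 scale.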

GO analyses of enriched categories among upregulated genes were translation, immune system process, and innate immune process, which further confirmed the activation of microglia and astrocytes (Fig. 6e, f). 

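The gene ontology categories were not tested here. The Reactome gene sets closest to them were tested instead, with a one-sided Fisher's exact test against all genes tested in the comparison and Benjamini-Hochberg adjustment over the 7 set tests fixed in advance. Of the 143 tested genes in the Translation set, 15 were among the genes higher in heterozygous mice, where 3.39 were expected by chance (exact p = 1.57e-06, adjusted p = 2.75e-06). They were 14 ribosomal protein genes and Eif5. The annotation lists pseudogenes named after 8 of the 14 ribosomal protein genes, so their counts are uncertain where reads were shared with such copies. Genes of the set had a median transcript length of 1.79 kb, against 3.21 kb for all tested genes. With an offset for transcript length and GC content in the fit, 5 genes of the set were called higher and the set's p was 0.244 by the same exact test, while 112 of the 143 genes still had a log2 fold change above 0. Of the 418 tested genes in the Innate Immune System set, 18 were among the genes higher in heterozygous mice, where 9.92 were expected (exact p = 0.0112, adjusted p = 0.0157). They included B2m, C1qb, C1qc, C3, Cd14, Ctss, Trem2 and Tyrobp. With DESeq2, 19 of 402 tested genes of the set were called higher (exact p = 2.37e-05). No filter on low counts gave 27 of 492 (exact p = 8.38e-06), and the length and GC offset 18 of 418 (exact p = 0.00994). With the main edgeR calls, but against only the 4927 tested genes that belong to at least 1 Reactome set, the exact p was 0.0823. Among all 862 Reactome sets tested with these calls, the set ranked 33 by p, with an adjusted p of 0.293 over them.

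Of 14 microglial marker genes, 13 passed the filter, and all 13 had a positive log2 fold change, with a median of 0.36. Of these, 6 had an adjusted p under 0.05 when the adjustment was made over the list alone, and 4 when it was made over all tested genes. Of 9 astrocyte marker genes, 4 were higher and 5 lower, with a median of −0.018. Gfap (chromosome 11, 102887336 to 102900912) rose by 1.15 (standard error 0.213, adjusted p = 0.0653) on the log2 scale, and its adjusted p ranged from 3.32e-06 to 0.211 over the alternatives. C1qa rose by 0.99 (standard error 0.250, adjusted p = 0.0953), with an adjusted p from 4.73e-08 to 0.279 over the alternatives. Cd68 rose by 0.93 (standard error 0.201, adjusted p = 0.00740) and Trem2 by 0.94 (standard error 0.191, adjusted p = 0.00466). The counts of Aif1, which encodes Iba1, were below the filter in the cerebellum.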

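For the genes lower in heterozygous mice, a list of 62 genes from families of the neurotransmitter release machinery, such as synaptotagmins, RIM and Unc13 proteins, synapsins and complexins, stood in for the gene ontology categories. It was written by hand before the counts were examined, but after the authors' lists of differentially expressed genes had been read. The authors' lists come from these same libraries, so tests of the hand-written list are not independent of them. Of the 59 listed genes that were tested, 19 were among the 448 genes lower in heterozygous mice at 5 months, where 1.60 were expected by chance (one-sided Fisher's exact test, p = 6.28e-16, adjusted p = 4.40e-15). They were Bsn, Cadps2, Cplx2, Doc2b, Erc1, Pclo, Prrt2, Rims1, Rims2, Rims3, Rph3a, Snap25, Stxbp5l, Sv2c, Syn1, Syt2, Syt6, Unc13a and Unc13c. Over the whole list, 43 genes had a negative and 16 a positive log2 fold change, with a median of −0.10. That median lay below those of all but 4 of 10000 random gene lists matched on mean expression. Adjusted over the list alone, 28 genes had an adjusted p under 0.05, and all of them were lower. With the length and GC offset, 13 listed genes were called lower (exact p = 2.40e-10). The Reactome set Neurotransmitter Release Cycle, by contrast, had 2 of 39 tested genes lower in the main fit. By chance 1.06 were expected (one-sided Fisher's exact test, p = 0.287). Doc2b (ENSMUSG00000020848, chromosome 11, 75768966 to 75796049), which encodes a calcium-binding protein of exocytosis, was at 87.6 ± 3.63 CPM in heterozygous and 113 ± 1.47 CPM in control mice (n = 3 mice per group). Its log2 fold change was −0.36 (standard error 0.0481, adjusted p = 8.66e-05) and stayed between −0.39 and −0.33 when each mouse was left out in turn.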

Enriched categories among downregulated genes were calcium ion-regulated exocytosis of neurotransmitter, intracellular signal transduction, and neurotransmitter secretion (Fig. 7c). Moreover, the Reactome pathway analyses identified transmission across chemical synapses that was a major pathway implicated in cerebellar pathology (Fig. 7d). 

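The Reactome set Transmission across Chemical Synapses had 161 tested genes, of which 19 were lower in heterozygous mice, where 4.38 were expected by chance (one-sided Fisher's exact test, p = 8.09e-08, adjusted p = 1.89e-07). With the length and GC offset, 12 of its genes were called lower (exact p = 0.000171). Among 862 Reactome sets of 10 to 500 tested genes, it came at rank 3 (adjusted p = 2.33e-05 over these sets). Neuronal System came first with 26 of 224 genes (adjusted p = 4.03e-07). Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell, with 17 of 109 genes (adjusted p = 2.53e-06), and GABA receptor activation, with 10 of 47 (adjusted p = 9.03e-05), came at ranks 2 and 4. These sets share genes, so their p-values are not independent.

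Camk4 (ENSMUSG00000038128, chromosome 18, 32934931 to 33191228), which encodes the calcium/calmodulin-dependent kinase CaMK IV, was at 852 ± 42.1 CPM in heterozygous and 1147 ± 98.7 CPM in control mice (n = 3 mice per group). Its log2 fold change was −0.43 (standard error 0.0581, adjusted p = 0.000914). Rims3 (ENSMUSG00000032890, chromosome 4, 120854816 to 120896579) fell from 342 ± 21.7 to 223 ± 31.6 CPM, a log2 fold change of −0.62 (standard error 0.113, adjusted p = 0.0414). Unc13a (ENSMUSG00000034799, chromosome 8, 71624417 to 71671757) fell from 297 ± 3.60 to 231 ± 24.5 CPM, with a log2 fold change of −0.37 (standard error 0.0619, adjusted p = 0.00383). Smaller changes were measured for the other genes. Grin2a (ENSMUSG00000059003, chromosome 16, 9567898 to 9995560), a subunit of the NMDA receptor, changed by −0.22 (standard error 0.0505, adjusted p = 0.00977) on the log2 scale. Kcnj9 (ENSMUSG00000038026, chromosome 1, 172320501 to 172329318) changed by −0.22 (standard error 0.0418, adjusted p = 0.00293) and Syt2 (ENSMUSG00000026452, chromosome 1, 134646677 to 134762593) by −0.20 (standard error 0.0371, adjusted p = 0.00210). All 3 heterozygous mice had lower values than all 3 control mice for each of the genes (exact two-sided permutation test, p = 0.100 per gene, the smallest that 3 mice against 3 allow). Except for Rims3 and Grin2a, the genes overlap other annotated genes on the opposite strand, and Unc13a also a microRNA gene on its own strand.

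**Figure D1:**
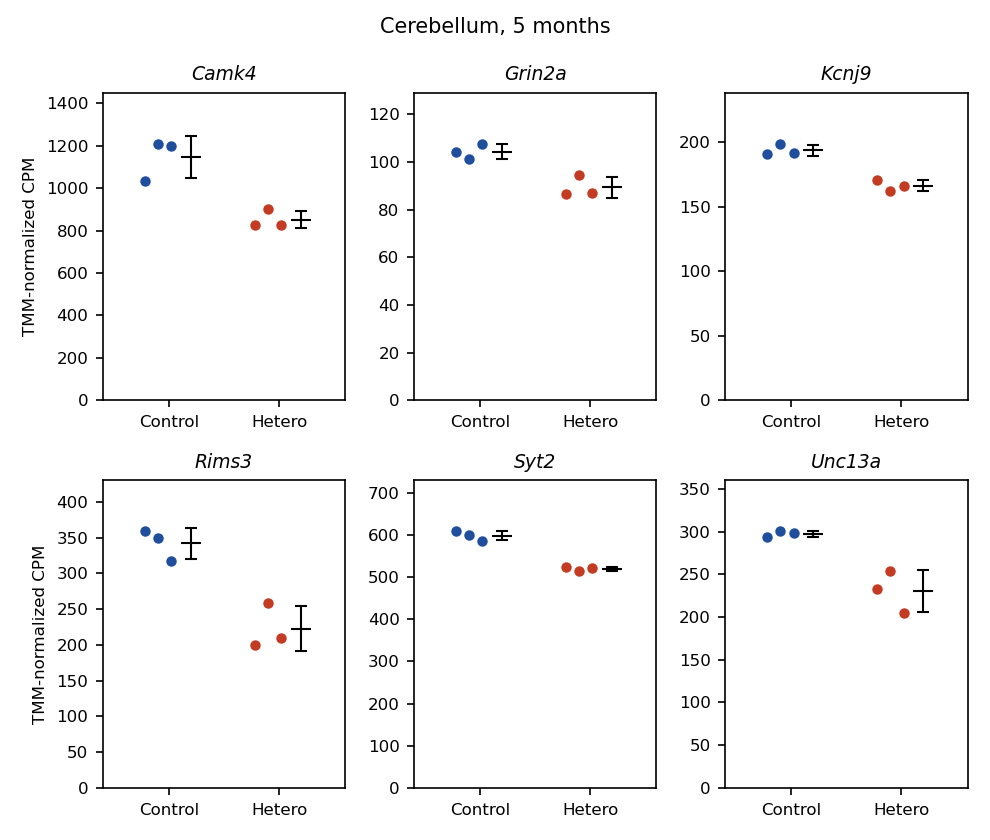
Expression of Camk4, Grin2a, Kcnj9, Rims3, Syt2 and Unc13a in TMM-normalized CPM (vertical axis) in 3 control and 3 heterozygous mice at 5 months. Each point is a mouse and the bars show mean ± SD; for Camk4 the means are 1147 and 852.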

We validated the downregulation of candidate genes (*Camk4, Grin2a, Kcnj9, Rims3, Syt2,* and *Unc13a*) associated with synaptic transmission using qRT-PCR (Fig. 7e). Western blotting assay further confirmed the downregulation of CaMK IV labeled with antibody against CaMK IV (Fig. 7f). These data indicate ongoing neurodegeneration in cerebellar neurons of GFP-PR_28_ transgenic mice.

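In the RNA sequencing data at 5 months, Camk4, Kcnj9 and Unc13a were called lower in heterozygous mice in each of the 6 fits that left out 1 mouse. Grin2a was called in 5 of these fits, Syt2 in 4 and Rims3 in 1. The log2 fold change of Rims3 stayed between −0.74 and −0.55 in them, and its adjusted p ranged from 7.10e-07 to 0.197 over all alternatives. With the length and GC offset, the log2 fold change of Grin2a was −0.13 (adjusted p = 0.119, from 0.000700 to 0.457 over all alternatives) and that of Syt2 was −0.15, smaller than the fold change threshold (adjusted p = 0.0133, from 7.90e-06 to 0.196). From the lower expression of genes for synaptic transmission, together with qRT-PCR and western blotting (Fig. 7e, f), the paper takes these data as a sign of ongoing neurodegeneration in cerebellar neurons.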

**Fig. 7:**
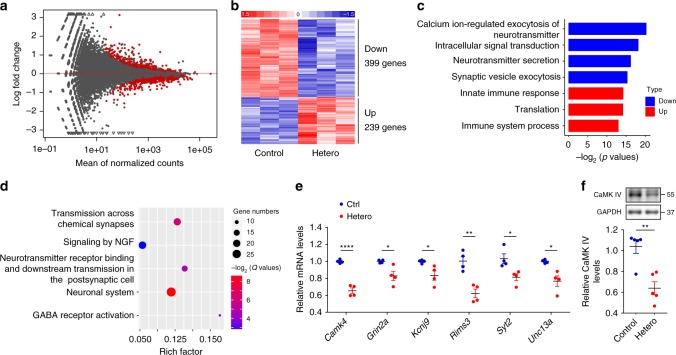
GFP-PR_28_ expression is associated with synaptic transmission-related genes dysregulation. **a** MA-plot of differentially expressed genes in the cerebellum of 5-month-old control and GFP-PR_28_ heterozygous mice. Red blots indicate significant changes, *n* = 3, 3 mice. **b** Hierarchical clustering of differentially expressed genes in the cerebellum of 5-month-old control and GFP-PR_28_ heterozygous mice. **c** Gene ontology (GO) biological processes analyses of upregulated and downregulated genes in (**b**). **d** The Reactome pathway analyses of top five enriched terms of downregulated genes in (**b**). Gene numbers indicate genes that are enriched in this pathway. Rich factor indicates the ratio of enriched genes to total genes in this pathway. **e** Relative mRNA expression of six genes (*Camk4, Grin2a, Kcnj9, Rims3, Syt2,* and *Unc13a*) in association with synaptic transmission in the cerebellum of 5-month-old control and GFP-PR_28_ heterozygous mice. Two-tailed *t* test, *n* = 4, 4 mice. **f** Relative expressing levels of CaMK IV in the cerebellum of 6-month-old control and GFP-PR_28_ heterozygous mice, determined by western blotting assay. Two-tailed *t* test, CaMK IV, *n* = 5, 5 mice. All data are displayed as mean ± s.e.m. *P < 0.05, **P < 0.01, ****P < 0.0001

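The 2-month cerebellum data came from 3 control mice (numbered 1, 3 and 5) and 3 heterozygous mice (numbered 2, 4 and 6), other animals than those sequenced at 5 months, with 1 library each. The authors processed and counted the reads as for the 5-month libraries and deposited the raw counts, and the same normalization, filter, test and thresholds were applied to these 6 libraries alone. Between 12835400 and 15858875 reads per mouse were counted on genes, with a median of 14166962 in control mice and 15415448 in heterozygous mice. The filter kept 16208 genes. The library of control mouse 1 stood apart from the others. The SD across genes of its log2 deviations from the mean of the 6 libraries was 0.344, against 0.117 to 0.139 in the other 5 libraries. Across genes, its deviations had a Spearman correlation of 0.472 with GC content, against −0.340 to −0.193 in the others.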

To exclude the influence of Purkinje cell loss on downregulation of genes associated with synaptic transmission, we performed RNA sequencing using RNA from 2-month-old mouse cerebellum, in which no degeneration of Purkinje cell was observed with immunohistochemical staining (Supplementary Fig. 5a, Supplementary Data 2). 

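At 2 months, 0 genes passed the thresholds in either direction. The smallest adjusted p was 0.0835, and 836 genes had an unadjusted p under 0.05, where chance alone would give 810. The largest change came from leaving out control mouse 1, which gave 167 genes higher and 195 lower, while leaving out any other single mouse gave 0. DESeq2 on the same 6 libraries called 11 genes higher and 34 lower in heterozygous mice. With no filter on low counts, 6 genes were higher and 20 lower, and with the length and GC offset 6 and 12. A single fit of all 12 cerebellum libraries called 9 genes higher and 38 lower at this age. Of the 14 genes tested here that the paper names, 4 had an adjusted p under 0.05 when the adjustment was made over these genes alone. The paper picked some of them for their change in these same libraries, so that count is not an independent test.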

We identified 11 genes that were upregulated and 31 genes that were downregulated (Supplementary Fig. 5b, c). The genes dysregulated in the cerebellum of 2-month-old mice were highly associated with those in 5-month-old mice (Supplementary Fig. 5d). Moreover, calcium ion-regulated exocytosis of neurotransmitter was also a major pathway among downregulated genes identified by GO analyses (Supplementary Fig. 5e). 

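Of the genes called at 5 months, 830 were also tested at 2 months, and 684 of them (82.4%) changed in the same direction at both ages. For 262 of them the unadjusted p at 2 months was under 0.05. Across these genes, Pearson's r between the log2 fold changes at the 2 ages was 0.736, where genes are not independent replicates. Because no gene was called at 2 months, the overlap test fixed before the data were examined had no genes to count. With DESeq2 at both ages, 45 genes called at 2 months and 638 called at 5 months were tested in both, and 41 were called in the same direction, where 1.92 were expected by chance (one-sided Fisher's exact test, p = 2.41e-52). A test of whether the effect of genotype differed between the ages, as an interaction term over the 12 libraries, gave 0 genes with an adjusted p under 0.05 and 646 genes with an unadjusted p under 0.05, where chance alone would give 842. That result does not show that the effect was alike at both ages. The 13 tested microglial markers had a median log2 fold change of 0.048 at 2 months, with 9 higher and 4 lower. At 5 months their median was 0.357, with all 13 higher.

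**Figure D2:**
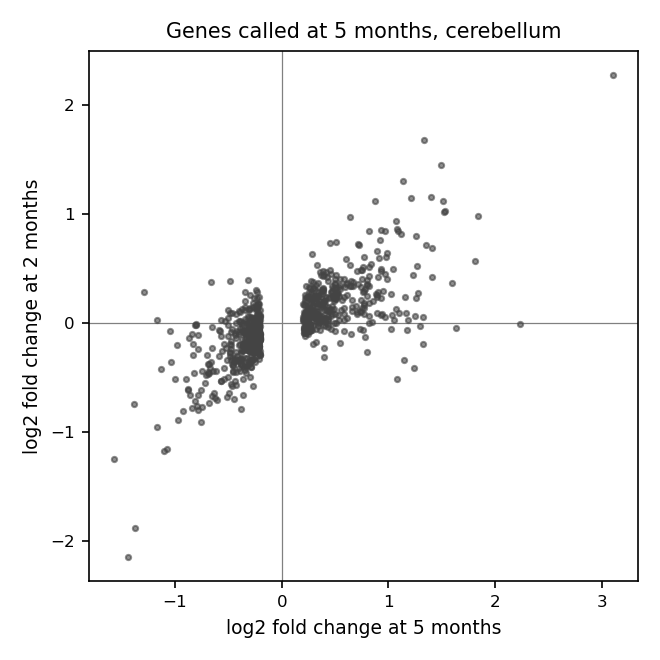
Log2 fold change of heterozygous against control mice in the cerebellum at 5 months (horizontal axis) and at 2 months (vertical axis). Each point is 1 of the 830 genes called at 5 months and tested at 2 months; 684 lie in the lower left or upper right part of the plot.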

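With no genes called lower at 2 months, none of the 59 tested genes of the exocytosis list was called. As a group, 40 of them had a negative and 19 a positive log2 fold change. Their median was −0.101, and 2 of 10000 random lists matched on mean expression had a lower one. An unadjusted p under 0.05 was found for 11 of them, and 2 had an adjusted p under 0.05 when the adjustment was made over the list alone. Among the genes that DESeq2 called lower at 2 months, 2 belonged to the list (Doc2b and Rims3), where 0.129 were expected by chance (one-sided Fisher's exact test, p = 0.00733). The paper names both genes for these same libraries, so that is not an independent test. Without control mouse 1, 6 of 195 genes called lower belonged to it (exact p = 6.73e-05), and with no filter on low counts 1 of 20 (exact p = 0.0445). Of the 12 genes called lower with the length and GC offset, 0 belonged to it (exact p = 1), while 12 of the listed genes had an unadjusted p under 0.05.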

Two downregulated genes (*Rims3, Doc2b*) related to synaptic function were identified using RNA-sequencing analysis and validated with qRT-PCR (Supplementary Fig. 5f, g).

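Rims3, which encodes a protein of the presynaptic active zone, was at 283 ± 17.2 CPM in heterozygous and 384 ± 22.6 CPM in control mice at 2 months (n = 3 mice per group). Its log2 fold change was −0.44 (standard error 0.0786, adjusted p = 0.295). Doc2b was at 81.2 ± 5.52 CPM in heterozygous and 128 ± 21.6 CPM in control mice, a log2 fold change of −0.66 (standard error 0.122, adjusted p = 0.297). For both genes, every heterozygous mouse had a lower value than every control mouse (exact two-sided permutation test, p = 0.100, the smallest possible for groups of this size). When each mouse was left out in turn, the log2 fold change stayed between −0.48 and −0.39 for Rims3 and between −0.74 and −0.51 for Doc2b. DESeq2 gave adjusted p-values of 0.00868 and 0.00366. Over all alternatives, the adjusted p ranged from 0.000439 to 0.990 for Rims3 and from 1.15e-09 to 0.990 for Doc2b. The paper sequenced the cerebellum at this age to exclude an influence of Purkinje cell loss on the lower expression of synaptic genes.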

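RNA from the cortex and the lumbar spinal cord of mice at 6 months of age was sequenced, with 3 control and 3 heterozygous mice per tissue and 1 library per mouse, and the authors deposited raw counts made with the pipeline used for the cerebellum. In the cortex, between 17084506 and 21058595 reads per library were counted on genes, with a median of 20922825 in control mice and 17915259 in heterozygous mice. In the spinal cord, the range was 17121314 to 25490124, with medians of 20612925 and 22301387. Each tissue was tested apart with the procedure used for the cerebellum, on 16744 genes in the cortex and 17522 in the spinal cord. The libraries of each tissue are numbered 1 to 3 in both genotypes. These numbers were not used as a block, since the paper describes no pairing. In the cortex, the library of control mouse 1 stood apart, with an SD of log2 deviations of 0.392, against 0.163 to 0.198 in the other 5 libraries, and a Spearman correlation across genes of −0.657 between its deviations and transcript length, against 0.134 to 0.455. In the spinal cord, the library of heterozygous mouse 1 had the lowest correlation with transcript length, at −0.405 against −0.193 to 0.272 in the others, but its SD of 0.204 was close to their range of 0.140 to 0.200.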

Given that the motor cortex and spinal cord were major brain regions degenerated in patients, we also performed RNA sequencing using RNA from 6-month-old mice cortex and lumbar spinal cord (Supplementary Fig. 6a–f, Supplementary Data 3, 4). 

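In the cortex at 6 months, 6 genes were higher and 0 lower in heterozygous mice, and 1929 genes had an unadjusted p under 0.05, where chance alone would give 837. The genes called were Fev, 2410018L13Rik, Kmt2d, Peg10, Mbd6 and Lmtk3. DESeq2 called 92 genes higher and 46 lower, and without control mouse 1 edgeR called 93 and 41. Without any other single mouse, edgeR called between 0 and 39 genes. Same-numbered libraries of the 2 genotypes had a mean correlation of −0.109 between their deviations from the group means, against 0.0531 for libraries with other numbers. With the number as a replicate block, 8 genes were higher and 0 lower, and with the length and GC offset added to the block 9 and 1. Kmt2d (ENSMUSG00000048154, chromosome 15, 98831669 to 98871204) rose from 141 ± 38.7 to 470 ± 72.2 CPM (n = 3 mice per group), a log2 fold change of 1.74 (standard error 0.206, adjusted p = 0.0260). 2410018L13Rik, a long noncoding RNA gene whose annotation overlaps 2 others on its strand, rose by 2.77 (standard error 0.269, adjusted p = 0.00680) on the log2 scale. Fev had 2 to 3 counts in control mice and was at least 13.5-fold higher in heterozygous mice (adjusted p = 0.00680).

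None of the 60 tested genes of the exocytosis list was among the 6 genes called, where 0.0215 would be expected by chance (one-sided Fisher's exact test, p = 1), nor among the 8 called with the replicate block. Of the listed genes, 35 had a negative and 25 a positive log2 fold change, with a median of −0.0827, and 1119 of 10000 random lists had a lower one. An unadjusted p under 0.05 was found for 18 of them and an adjusted p under 0.05 for 0, even when the adjustment was made over the list alone. The median with the length and GC offset was −0.152, 188 of the random lists had a lower one, and 29 listed genes had an unadjusted p under 0.05. Among the 138 genes that DESeq2 called, 4 were on the list (Cplx1, Stx1a, Syn3 and Syt6), where 0.505 were expected (exact p = 0.00162). Of these, Syn3 and Syt6 rose (log2 fold change 1.14 and 0.84 in edgeR) and Stx1a and Cplx1 fell (−0.61 and −0.46). Without control mouse 1, 3 of 134 called genes were on the list (exact p = 0.0116), with no filter on low counts 1 of 108 (exact p = 0.214) and with the offset 0 of 13 (exact p = 1). The cortex libraries also differed in the genes of another brain region. The summed expression of 16 striatal marker genes was 447 to 907 CPM in control mice and 1073 to 1704 CPM in heterozygous mice.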

GO analyses of enriched categories identified positive regulation of neurotransmitter secretion and exocytosis that were the major pathways implicated in cortical pathology (Supplementary Fig. 6c), this is highly consistent with the results of synaptic-related genes dysregulation in the cerebellum of heterozygous mice (Fig. 7c–e). 

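In the lumbar spinal cord at 6 months, 18 genes were higher and 1 lower in heterozygous mice, and 1135 genes had an unadjusted p under 0.05, where chance alone would give 876. The counts depended on the setting. DESeq2 called 59 genes higher and 15 lower, and leaving out heterozygous mouse 1 gave 399 and 244. Leaving out any other single mouse gave 0 or 1 genes. A single fit of all 12 cortex and spinal cord libraries called 0 genes, with 777 at an unadjusted p under 0.05. Without its robust option, edgeR called 0 genes and had 1151 genes with an unadjusted p under 0.05. The gene called lower was Gm23935, annotated as a microRNA gene within Zc3h7a on the opposite strand. The largest rises were in Ccl4, Ccl3 and Clec7a. Ccl3 (ENSMUSG00000000982, chromosome 11, 83647844 to 83649355) rose from 0.285 ± 0.121 to 1.96 ± 0.331 CPM (n = 3 mice per group), a log2 fold change of 2.74 (standard error 0.376, adjusted p = 0.0158). Ccl4 had 2 to 3 counts in control mice and was at least 6.41-fold higher in heterozygous mice (adjusted p = 0.0391). Clec7a rose by 2.22 (standard error 0.317, adjusted p = 0.0377) on the log2 scale. Of the 440 tested genes in the Reactome Innate Immune System set, 9 were among the genes called higher (C1qa, C1qb, C1qc, Clec7a, Ctss, Fcer1g, Fcgr3, Trem2 and Tyrobp), where 0.452 were expected by chance (one-sided Fisher's exact test, p = 1.46e-10, adjusted p = 5.10e-10). The set came first among 894 Reactome sets (adjusted p = 1.30e-07 over these sets). The genes called higher had a median transcript length of 1.69 kb. With an offset for transcript length and GC content, 3 of 12 genes called higher were in the set (Ctss, Trem2 and Tyrobp; exact p = 0.00292).

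Of the genes tested in both tissues, 820 were called in the cerebellum at 5 months and 17 in the spinal cord. Both tissues shared 9 called genes (Atf4, C1qb, C1qc, Clec7a, Csf3r, Ctss, Fcrls, Trem2 and Tyrobp), all higher, where 0.878 were expected by chance (one-sided Fisher's exact test, p = 4.19e-08). With DESeq2, 24 genes were shared, 20 higher and 4 lower (exact p = 1.77e-17). Across the genes called in the cerebellum, 519 of 820 (63.3%) had the same sign in the spinal cord.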

GO analyses of enriched categories identified immune system process and innate immune process were major pathway implicated in the spinal cord (Supplementary Fig. 6f), and a significant overlap of differentially expressed genes between the cerebellum and spinal cord was identified (Supplementary Fig. 6g, h). Three upregulated genes (*C1qa*, *Cd68*, and *Trem2*) related to inflammation were further validated with qRT-PCR (Supplementary Fig. 6i), and these results are consistent with the increased activation of glia in the cerebellum and spinal cord (Fig. 6a–f).

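In the RNA sequencing data of the lumbar spinal cord at 6 months, C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803) was at 69.1 ± 10.5 CPM in heterozygous and 38.6 ± 2.31 CPM in control mice (n = 3 mice per group). Its log2 fold change was 0.84 (standard error 0.107, adjusted p = 0.0134). Trem2 (chromosome 17, 48346401 to 48354147) rose from 12.5 ± 0.708 to 20.4 ± 2.31 CPM, a log2 fold change of 0.71 (standard error 0.115, adjusted p = 0.0391). Cd68 (chromosome 11, 69664213 to 69666153) rose from 7.44 ± 0.462 to 15.6 ± 4.68 CPM, a log2 fold change of 1.07 (standard error 0.202, adjusted p = 0.149), and its adjusted p ranged from 2.42e-09 to 0.844 over the alternatives. For these genes, every heterozygous mouse was above every control mouse (exact two-sided permutation test, p = 0.100 each, the minimum for 3 against 3). C1qa and Trem2 were each called in 1 of the 6 fits that left out a mouse, the one without heterozygous mouse 1. The paper sets these results beside the increased activation of glia that it reports in the cerebellum and spinal cord (Fig. 6a–f).

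**Figure D3:**
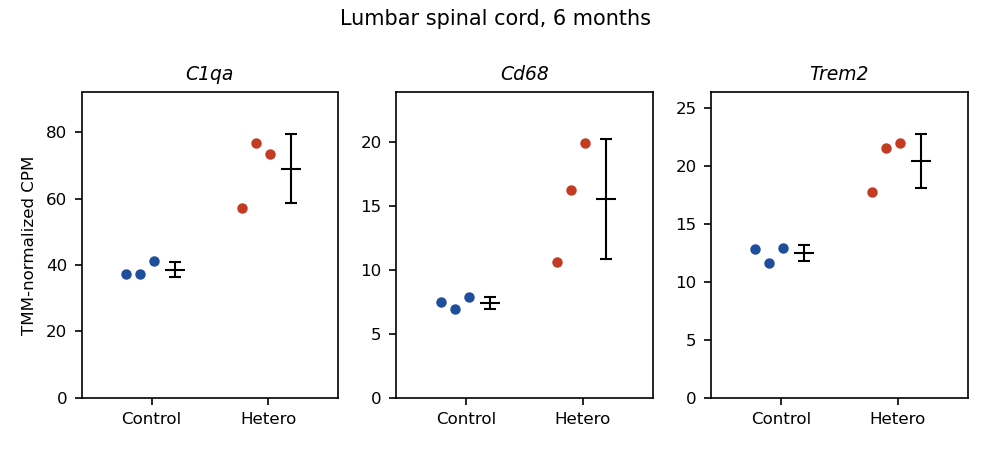
Expression of C1qa, Cd68 and Trem2 in TMM-normalized CPM (vertical axis) in the lumbar spinal cord of 3 control and 3 heterozygous mice at 6 months. Each point is a mouse and the bars show mean ± SD; the means of Cd68 are 7.44 and 15.6.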

## Discussion

We generated a mouse model that the transgenic animals specifically expressed poly-PR (GFP-PR_28_), but without repeat RNA in neurons driven by *Thy1* promoter. The GFP-PR_28_ homozygous mice showed reduced body size, decreased body weight, and reduced premature survival. GFP-PR_28_ heterozygous mice showed motor deficits, especially in progressive gait and balance impairment. Consistent with abnormal behaviors that are associated with the cerebellum, loss of Purkinje cells, but not hippocampal neurons, were presented in GFP-PR_28_ heterozygous mice. Moreover, microglia and astrocytes in the cerebellum and lumbar spinal cord of GFP-PR_28_ heterozygous mice were significantly activated. Finally, the poly-PR expressing neurons developed synaptic transmission-related genes dysregulation.

Although c9FTD/ALS pathogenesis may be associated with multiple mechanisms, including loss of function or gain toxic functions by formation of RNA foci or expression of DPRs, the expression of DPRs is known as one of the causative factor for c9FTD/ALS, evidenced by identification of DPR pathological features in patient brains^17,34–36^, and expression of DPR without hexanucleotide-repeat RNA in animal models^27,29^. However, it is still unknown whether DPR species differentially induce animal phenotype correlate to regionally neuronal loss in animal models. Previous studies have indicated that arginine-rich poly-PR is highly toxic to cells in vitro^23,24^ and in transgenic Drosophila models^23,25,27,28^. Using our poly-PR mouse model, we are able to explore the role of poly-PR in vivo and to identify susceptible neurons to poly-PR toxicity.

Surprisingly, GFP-PR_28_ homozygous mice showed significantly premature death, which is not observed in BAC transgenic mice of c9FTD/ALS^12,18–20^. However, this phenotype made us reminisce of the premature death of PR_50_ expressed flies^23^, further suggesting a high toxicity of poly-PR in vivo. While, our GFP-PR_28_ heterozygous mice showed no obviously shortened lifespan until 12 months old, indicating that poly-PR causes neuronal toxicity in a dose-dependent manner.

Due to the largely low survival of GFP-PR_28_ homozygous mice, we evaluated the motor function using GFP-PR_28_ heterozygous mice. GFP-PR_28_ heterozygous mice showed obvious motor imbalance and anxiety-like behavior, which is highly consistent with previous studies^18,29,37^ and clinical features of c9FTD/ALS^38,39^. Moreover, the GFP-PR_28_ heterozygous mice developed deficiency of motor performance at 6 months of age, while no obvious deficits at 3 months of age, suggesting that poly-PR causes neuronal deficiency in an age-dependent manner. Despite body weight remained no changes in 2-month-old GFP-PR_28_ heterozygous mice compared with control mice, the brain weight was largely reduced in GFP-PR_28_ heterozygous mice. Notably, the decreased ratio of cerebellar weight (the heterozygous mice vs. control) was higher than that of whole brain, indicating that the cerebellar deficiency may be a key contributor to motor coordination defects. Consistently, pure cerebellar ataxia has been found in the patients with *C9ORF72* hexanucleotide-repeat expansion mutation^39–41^, indicating a direct relationship between *C9ORF72* mutation and cerebellar defects. Furthermore, GFP-PR_28_ heterozygous mice presented a significant Purkinje cells loss, while the number of hippocampal neurons kept unchanged.

In a poly-GA transgenic mouse model, in which a specifically neuronal expression is driven by *Thy1* promoter, the animals developed gait and balance impairment with inflammation in the lumbar spinal cord^42^. Interestingly, the phenotypes and pathological changes observed in our mouse model are very similar to a poly-PR mouse model with GFP-PR_50_ AAV1 infected^43^. The typically behavioral changes of animals in both models are motor dysfunction, with reduced brain weight and decreased numbers of Purkinje cell. Moreover, a poly-GR AAV-infected animal model also shows defects in the cerebellum, motor cortex and hippocampus^30^. Taken together with data from mouse models of (GGGGCC)_66_^37^, (GR)_100_^30^, and (PR)_50_^43^, which also show loss of Purkinje cells, we propose that the DPR species, at least arginine-rich poly-GR and poly-PR, may have similar susceptible subtypes of neurons, leading to similar phenotypes.

Given that poly-PR transgenic mice showed obvious neuropathology, we performed RNA sequencing to identify pathological mechanisms. Synaptic transmission-related genes were significantly downregulated in the cerebellum of heterozygous mice, suggesting an ongoing neurodegeneration. Unfolded protein response (UPR) was identified as a major module both in the cerebellum and frontal cortex in c9ALS^44^. In addition, endoplasmic reticulum (ER) stress was also found in poly-GA-infected primary cortical neurons^45^. 

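In the cerebellum RNA sequencing data, 0 of the 14 tested genes of the Reactome set Unfolded Protein Response were among the genes higher at 5 months (one-sided Fisher's exact test, p = 1). Only 0.332 were expected by chance, so this count says little for or against such a response. Atf5 (ENSMUSG00000038539, chromosome 7, 44812256 to 44816658), a transcription factor gene, rose at 5 months from 18.3 ± 1.03 CPM in control mice to 38.4 ± 3.42 CPM in heterozygous mice (n = 3 mice per group), a log2 fold change of 1.07 (standard error 0.0825, adjusted p = 8.79e-08). At 2 months it rose from 18.8 ± 5.22 to 36.1 ± 2.37 CPM, a log2 fold change of 0.94 (standard error 0.178, adjusted p = 0.347). Its annotation overlaps Il4i1 and Nup62 on the opposite strand. Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381), which encodes a glutathione-degrading enzyme, rose from 3.29 ± 1.03 to 7.24 ± 1.38 CPM at 5 months, a log2 fold change of 1.13 (standard error 0.208, adjusted p = 0.00269). At 2 months it rose from 2.81 ± 0.445 to 7.02 ± 0.861 CPM, a log2 fold change of 1.31 (standard error 0.181, adjusted p = 0.172). For both genes and at both ages, every heterozygous mouse was above every control mouse (exact two-sided permutation test, p = 0.100 each, the minimum for 3 against 3). At 5 months, both genes were called in all 6 fits that left out a mouse. At 2 months, DESeq2 called both (adjusted p = 0.000622 for Chac1 and 0.00260 for Atf5), as did edgeR with the length and GC offset (0.0426 and 0.0392). Over all alternatives, their adjusted p at 2 months ranged from 7.36e-06 to 0.990 for Chac1 and from 5.87e-12 to 0.990 for Atf5.

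**Figure D4:**
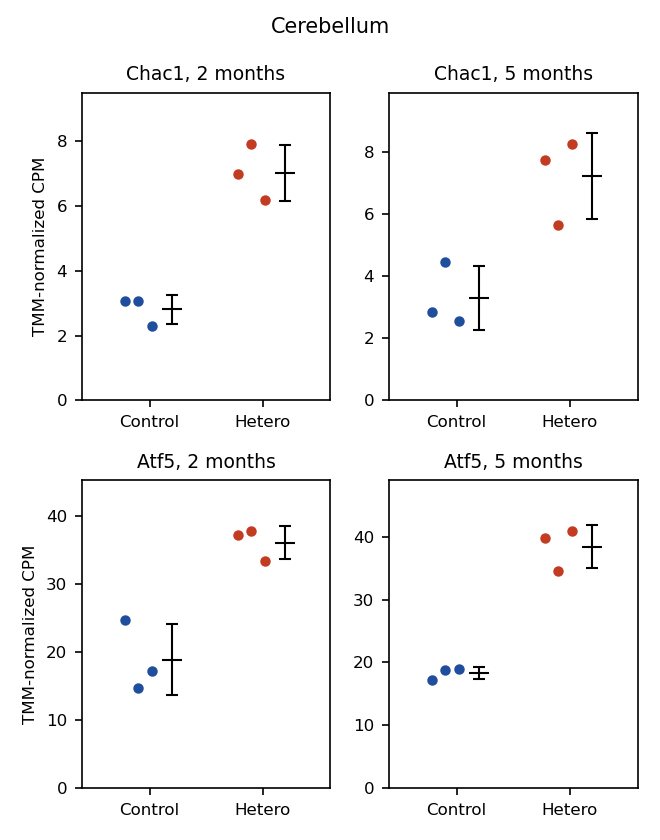
Expression of Chac1 and Atf5 in TMM-normalized CPM (vertical axis) in the cerebellum of 3 control and 3 heterozygous mice at 2 and 5 months. Each point is a mouse and the bars show mean ± SD; the 2-month means of Chac1 are 2.81 and 7.02.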

Although ER-stress was not enriched in our poly-PR transgenic mice using GO pathway analyses, the major genes *Chac1* and *Atf5* that reflect ER-stress were both upregulated in the cerebellum of 2-month- and 5-month-old heterozygous mice (Supplementary Fig. 5c, Supplementary Data 1), suggesting that ER-stress is an early event in poly-PR expressing neurons, which is highly consistent with the data from others^46^. Poly-PR-transfected primary cortical neurons showed upregulation of ER-stress-related genes^46^. Thus, ER-stress may be a common pathological mechanism in poly-PR expressing neurons.

In spite of significant intranuclear aggregates of poly-PR in neurons, no cytoplasmic TDP-43 inclusions were identified in our GFP-PR_28_ transgenic mice. Cytoplasmic TDP-43 inclusions were also absent in GFP-GA_50_, GA_149_-CFP, GFP-GR_100_, and GFP-PR_50_ transgenic mice^29,30,42,43^, while the inclusions can be found in burden neurons of *C9ORF72* BAC transgenic mice^18^. In addition, a correlation between antisense RNA foci and TDP-43 pathology in motor neurons of *C9ORF72* patients was identified^47^, suggesting that RNA foci may be a cause of TDP-43 inclusions. Given the lowrepeat length of our poly-PR construction, continuously expressed poly-PR with longer repeat length was needed. Another possibility is that combined RNA foci and DPRs may contribute to the pathology of TDP-43.

In conclusion, we have successfully generated poly-PR transgenic mice, presenting behavioral and neuropathological features of c9FTD/ALS. The mice demonstrated significant phenotype and pathological changes in association with the cerebellum, cortex, and spinal cord, which can be used as a tool for further investigating the role of poly-PR, the similarity and discrepancy of poly-PR with other DPR species.

## Methods

### Animals

The *GFP-PR*_*28*_^*flox/flox*^ transgenic mice were constructed by Beijing Biocytogen Co., Ltd. Briefly, the floxed GFP-PR_28_ allele was generated by injecting the Cas9/sgRNA-embedded GFP-PR_28_ vector into blastocysts derived from a C57BL/6 strain. The chimeras were first bred to a wild-type C57BL/6 mouse strain to generate mice with stabilized expression of GFP-PR_28_. The GFP-PR_28_ homozygous or heterozygous floxed mice were crossed with Thy1-Cre mice (Jackson Laboratory) for neuron-specific GFP-PR_28_ overexpression. The primers in Supplementary Table 1 were used for genotyping. All animal experiments were approved by the Soochow University Institutional Animal Care and Use Committee, and were conducted in compliance with all relevant ethical regulations for animal testing and research.

### Construction of plasmids

To construct plasmids GFP-PR_28_, the CCAAGA oligonucleotide with 28 repeats was synthesized by Invitrogen and subcloned into the pEGFP-C1 vector (Clontech Laboratories) through EcoRI and BamHI sites. The fidelity of sequence of the plasmids was verified using sequencing (GENEWIZ).

### Western blotting analysis

Isolated tissues were homogenized by PRO200 homogenizer (PRO Scientific) and lysed in 1 × cell lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1% nonidet P40, and 0.5% sodium deoxycholate) supplemented with a protease inhibitor cocktail (Roche). Approximately 10–20 μg of protein per sample was separated on 10–12% SDS polyacrylamide gel, and then transferred onto a polyvinylidene difluoride (PVDF) membrane followed by blocking in 5% skimmed milk. The following primary antibodies were used: mouse monoclonal anti-CaMK IV antibody (sc-55501, 1:1000, Santa Cruz), mouse monoclonal anti-GAPDH antibody (MAB374, 1:2000, Millipore). The membranes were washed with TBST and incubated with following secondary antibodies: horseradish peroxidase (HRP)-conjugated goat anti-rabbit IgG (111-035-045, 1:10,000, Jackson ImmunoResearch Laboratories); HRP-conjugated goat anti-mouse IgG (115-035-062, 1:10,000, Jackson ImmunoResearch Laboratories). Peroxidase activity was detected with enhanced chemiluminescence substrate (ThermoFisher Scientific) and visualized with ChemiQ4800 imaging system (Bioshine). Uncropped blots are provided as a Source Data file.

### Immunohistochemical analysis

Twenty micrometer-thick sagittal brain sections were prepared from mice at 2 and 6 months of age. Sections were incubated in blocking solution (1 × PBS with 0.4% Triton X-100 and 5% normal fetal bovine serum) for 1 h. The sections were then incubated with following primary antibodies in blocking buffer: mouse monoclonal anti-Neu-N antibody (MAB377, 1:500, Millipore), goat polyclonal anti-choline acetyltransferase (ChAT) antibody (AB144P, 1:300, Millipore), rabbit polyclonal anti-Iba1 antibody (019-19741, 1:1000, Wako Chemicals), mouse monoclonal anti-GFAP antibody (MAB360, 1:2000, Millipore), rabbit polyclonal anti-calbindin antibody (13176, 1:1000, Cell Signaling Technology), rabbit polyclonal anti-PR antibody (23979-1-AP, 1:300, proteintech), rabbit polyclonal anti-Cre recombinase antibody (15036, 1:500, Cell Signaling Technology), rabbit polyclonal anti-TDP-43 antibody (10782-2-AP, 1:1000, Proteintech), rabbit polyclonal anti-nucleolin antibody (ab129200, 1:1000, Abcam), mouse monoclonal anti-GFP antibody (sc-9996, 1:300, Santa Cruz). After washing, the sections were incubated with anti-mouse/rabbit secondary antibodies conjugated with either Alexa Fluor 488 (A21202, 1:300, ThermoFisher Scientific) or Alexa Fluor 594 (111-585-003; 1:300; Jackson ImmunoResearch Laboratories). Next, the brain sections were incubated with Hoechst 33342 dye (B2261, 1:1000, Sigma Aldrich) for 10 min. The autofluorescence was quenched by 0.1% Sudan black B (SBB) in 70% ethanol for 10 min at room temperature^48^, followed by washing in PBS for 5 min. Finally, the sections were mounted with antifade reagent (Beyotime Biotechnology). The sections were imaged using either cooled CCD (DP72, Olympus) on a microscope (IX71, Olympus) or a laser confocal microscope (LSM 710, Carl Zeiss) with 63 × /1.40 oil DIC M27 objective. The images were captured and processed using software CellSens standard (Olympus) and Zen (Carl Zeiss).

### Quantification

The percentage of cells with poly-PR aggregates in major brain regions was quantified manually. Briefly, 20-μm-thick sagittal brain sections were prepared from heterozygous mice, the percentage of poly-PR aggregates in the motor cortex was counted by percentage of GFP-positive cells in Neu-N-positive neuron. Similarly, the percentage of GFP-positive cells in ChAT-postive motor neurons and calbindin-positive Purkinje cellls were recorded, respectively. The percentage of GFP-positive cells in DAPI-positive hippocampal neurons (CA1–CA3) was also recorded. Five mice were determined for each brain regions, three sections were counted per mouse.

To quantify the numbers of Pukinje cell in the cerebellum, 40-μm-thick sagittal brain sections (just along to the midline) were prepared. The numbers of calbindin-positive Purkinje cell in the four and five lobes of the cerebellum were recorded using NIS elements (Nikon), and quantitative data were presented as the number of Purkinje cells per 100 μm, three slides per animal and 4–5 animals per group. The thickness of molecular layer in the four and five lobes of the cerebellum was measured in a similar way. Twenty micrometer-thick sagittal brain sections between lateral 0.72 mm and 1.08 mm were prepared for the quantification of the thickness of the motor cortex, matching sections through the motor cortex from bregma −1.0 mm to 0 mm were selected with three sections quantified for 4–5 mice, respectively. The hippocampal neurons in the squares indicated by Hoechst staining were analyzed using CellSense standard (Olympus). The number of hippocampal neurons in CA1, CA3, and DG regions was counted using Image J (National Institute of Health). The number of ChAT-positive motor neurons in lumbar spinal cord was counted manually. Briefly, 20-μm-thick lumbar sections (L2-L5) were prepared. The average numbers of motor neurons in nine sections were counted per mouse, 4–5 mice per group. The relative integrated optical densities of Iba1 and GFAP in the lumbar spinal cord were calculated in a similar manner. Briefly, images were converted to grayscale, and background was subtracted using default settings (50 pixels), consistent regions of interest in the ventral horn were selected using tool ROI manager (Image J, National Institute of Health). The relative integrated optical densities of Iba1 and GFAP in nine sections were counted per mouse, three mice per group. The relative integrated optical densities of GFAP in other brain regions were measured similarly (three sections per mouse, 4–5 mice per group).

### RNA sequencing and bioinformatics analyses

The total RNA of each sample was extracted using TRIzol Reagent (Invitrogen). The total RNA with RNA integrity number (RIN) value above 9 was used for library preparation. The library for next-generation sequencing was constructed according to the manufacturer’s protocol (NEBNext^®^Ultra™ RNA Library Prep Kit for Illumina^®^). The libraries with different indices were multiplexed and loaded on an Illumina HiSeq instrument according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Sequencing was carried out using a 2 × 150 -bp paired-end (PE) configuration. Image analyses and base calling were conducted by the HiSeq Control Software (HCS) + OLB + GAPipeline-1.6 (Illumina) on the HiSeq instrument.

FASTQ files were trimmed with Trimmomatic (v0.30) to remove quality of bases lower than 20, then clean data were aligned to reference genome (Ensembl, mm10) via software Hisat2 (v2.0.1). The FASTA format was converted from known GFF annotation file and indexed properly. HTSeq (v0.6.1) was used to estimate gene and isoform expression levels from the pair-end clean data. Differentially expressed genes (DEGs) were selected using DESeq2^49^, DEGs with adjusted *P*-values < 0.05 and |log2 (fold change)| > 0.2 were selected for further analyses. Hierarchical clustering of differentially expressed genes was analyzed using pheatmap package in R studio (R Studio, Inc). GO pathway enrichment analyses were performed with DAVID v6.8^50,51^, the Reactome enrichment pathway analyses were performed using Gene Ontology Consortium^52^. Top five enrichment pathways with adjusted *P*-values < 0.05 were selected.

### Quantitative real-time PCR (qRT-PCR)

Isolated tissues were homogenized in TRIzol reagent (Invitrogen) using PRO200 homogenizer (PRO Scientific). The total RNA was extracted according to the manufacturer’s protocol. Five hundred nanograms of the total RNA were reverse-transcribed into cDNA with a TransScript First-Strand cDNA Synthesis Kit (Takara). Real-time PCR was performed with Power SYBR^®^ Green PCR master mix (Applied Biosystems) and Supplementary Table 2 primers (most primers were searched in PrimerBank, GFP primers^29^). qRT-PCR was run on an ABI 7500 apparatus (Applied Biosystems). The expression of mRNA was measured via the *ΔΔC*_*t*_ method relative to that of an endogenous control gene (*β-Actin*). In addition, the expressions of synatic transmission-related genes were normalized to *Pcp2* gene, which is specifically expressed in Purkinje cells of the cerebellum.

### Behavioral assays

Two-, 6- and 12-month-old Thy1-Cre-positive heterozygous mice and littermate control mice were subjected to serials of behavioral tests. All mice were acclimated to the testing room for at least 1 h before formal test. No more than two tests each day were performed. The testing room was kept quietly and forbidden to disturb the spontaneous activity of mice.

### Tail-suspension test

Two-month-old Thy1-Cre-positive heterozygous mice and control mice were suspended 50 cm above the surface of a table. Duration time with hind limb clasping was recorded in 2 min.

### Grip strength test

The muscular strength of 20-day-old GFP-PR_28_ homozygous mice, 6-month-old GFP-PR_28_ heterozygous mice, and control mice were measured with a grip strength apparatus (Bioseb). After the mice grasped the grid with its hind paws or four paws, pulled backward gently until the mice released, the strength measured in gram was recorded, and the average strength of each mice was calculated in five intermittent measures.

### Cage behavior test

Cage behavior test is a simple and elegant experiment to measure motor balance and coordination. Briefly, the mice were put on the edge of a cage, where is 15 cm above the surface of a table. Importantly, the mice should never be subjected to this test before. The performance of mice was recorded. The wild-type mice would walk along or stay on the edge constantly, while the ataxic mice would fall down due to motor imbalance. Duration time on the cage edge was recorded in 2 min.

### Rotarod test

The mice were placed on the static beam (Ugo Basile), the latency fell from the beam was recorded when the beam was accelerated from 4 r.p.m. to 40 r.p.m. in 5 min. on day 1. The mice were trained on the beam at 4 r.p.m. constantly until each mouse stayed on the beam for 5 min. On days 2 to 5, the latency was recorded as same as day 1. Three repeats were performed in 1 day with at least 15-min break. For the disease progression experiments^53^, the motor performance of mice was recorded in 3 consecutive days, three repeats each day. The average of nine values was recorded for statistical analysis.

### Balance beam test

The balance beam apparatus (SANS Biological Technology) includes a 50 × 5 cm (length × width) beam that is 50 cm above the floor, and a dark goal box (10 × 10 × 10 cm) at one end of the beam. On day 1, each mouse was trained until running through the beam without pausing. On day 2, the process of each mouse passing through the beam was recorded by video camera. The number of hind-limb slips of each mouse was calculated for further analyses.

### Footprint test

The footprint test was performed in an apparatus constructed manually^54^. A 60 × 5 × 14 cm (length × width × height) corridor with a dark goal box at the end of the corridor was used. First, the mouse was allowed to habituate to the apparatus for 5 min prior to training. The mouse was then restrained by the scruff of the neck for three times to reduce general anxiety. After the mouse successfully passing through the corridor in the training procedure, a clean sheet of paper was placed on the corridor floor. Fore paws of mice were painted with red dye and hind paws with blue dye. The gait of mice was then recorded in formal tests. The center of each plantar was marked, the distance between the fore paw and hind paw at the same side was measured as back–front distance, and the distance between hind paws at the same side was measured as back stride distance.

### Open-field test

The open field test was performed in a 40 × 40 × 40 cm (width × length × height) square box (Xinruan Informatlon Technology Co). A 20 × 20 cm central region of the box was marked by Anymaze software (Stoelting Co). The mouse was placed in the corner of the box and recorded by an overhead video camera for 10 min. Several measures including total distance traveled, mean motor speed, and center/total ratio were analyzed.

### Statistical analysis

Statistical significant was performed using two-tailed, unpaired Student’s *t* tests or two-way ANOVA followed by Bonferroni post hoc test. Two-sided Mann–Whitney testing was used if the data were non-normally distributed. Survival of mice was measured by Kaplan–Meier method, and the difference between two groups was analyzed using Gehan–Breslow–Wilcoxon test. Unless otherwise stated, experiments were performed with male mice in a C57BL/6 genetic background. The data are displayed as mean ± s.e.m. and analyzed using GraphPad Prism 7.00 (GraphPad Software). And *P* *<* 0.05 were thought as significant difference. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Source Data

## Data Availability

The data of Figs. 1e, 1g, 2b, 2c, 3b, 3c, 3d, 3e, 3g, 3h, 3i, 4a, 4b, 4c, 4d, 4e, 5b, 5d, 5f, 5h, 6c, 6d, 6f, 7e, 7f, and Supplementary Figs. 2b, 2c, 2e, 2f, 2g, 2h, 3a, 3b, 3c, 4b, 4d, 4e, 5a, 5f, 5g, 6i are provided as a Source Data file. The authors will make all data available to readers upon reasonable request. A reporting summary for this article is available as a Supplementary Information file. The RNA sequencing data of this article have been deposited in the NCBI GEO database under accession number GSE132108.

# Supplementary material for: Motor dysfunction and neurodegeneration in a C9orf72 mouse line expressing poly-PR
**Source:** Nat Commun. 2019 Jul 2;10:2906. doi: 10.1038/s41467-019-10956-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

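The table gives, for each gene the authors list in the cerebellum at 5 months, DESeq2's mean normalized count, the log2 fold change of heterozygous against control mice with its standard error, and the p-value before and after adjustment. It holds 805 genes, of which 638, the number the paper reports, have a log2 fold change above 0.2 in size. Of the genes called here with edgeR, 587 of 839 were among those 638. All 638 were tested and had the same sign here, and 635 had an unadjusted p under 0.05. The log2 fold changes differed from the paper's by 0.0136 at most. DESeq2, run on the deposited counts, called 641 genes, of which 637 were on the list. The list comes from the same libraries, so this overlap does not test the result on other mice.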

Description: Differentially expressed genes of the cerebellum at 5 months old.

File Name: Supplementary Data 2

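The table lists 42 genes for the cerebellum at 2 months, the paper's count. All of them had the same sign and an unadjusted p under 0.05 in edgeR's test on the deposited counts, although 0 passed its adjusted threshold. The largest difference from the paper's log2 fold changes was 0.0249. With DESeq2, 42 of 45 genes called were on the list.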

Description: Differentially expressed genes of the cerebellum at 2 months old.

File Name: Supplementary Data 3

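For the cortex at 6 months, the table lists 132 genes, 90 higher and 42 lower in the paper's analysis. The 6 genes called here with edgeR were all among them. All 132 listed genes were tested, had the same sign here and an unadjusted p under 0.05, and their log2 fold changes differed from the paper's by up to 0.0624. DESeq2 called 138 genes, 132 of them listed.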

Description: Differentially expressed genes of the cortex at 6 months old.

File Name: Supplementary Data 4

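In the lumbar spinal cord at 6 months, the paper's table holds 74 genes, 59 higher and 15 lower. Of these, 73 passed the filter on low counts here, and each had the same sign and an unadjusted p under 0.05. The 19 genes called with edgeR were all on the list, and so were the 74 called with DESeq2. Log2 fold changes differed from the paper's by up to 0.0615.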

Description: Differentially expressed genes of the spinal cord at 6 months old.

File Name: Supplementary Movie 1

Description: Movie of the 6 months old control mice walking along the edges of cage.

File Name: Supplementary Movie 2

Description: Movie of the 6 months old heterozygous mice walking along the edges of cage.

How the deposited data were processed for this re-analysis (not part of the article)

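RNA sequencing was carried out on the cerebellum of mice at 2 and 5 months of age and on the cortex and lumbar spinal cord of mice at 6 months of age, with 3 control mice (GFP-PR28 without Thy1-Cre) and 3 heterozygous mice in each of the 4 comparisons. All 24 libraries were used, each from 1 mouse and tissue, and no library was left out of the main results. The authors extracted RNA with TRIzol, made NEBNext Ultra libraries and sequenced them as paired-end reads on an Illumina HiSeq instrument. They trimmed reads with Trimmomatic, aligned them to mm10 with Hisat2 and counted them with HTSeq. The values deposited by the authors are raw counts per gene and library, in 2 tables of 46078 genes, with no normalization and no pooling of replicates. In both tables the values are whole numbers, no 2 libraries are identical, and the column sums differ. The reads themselves were not analysed here. The HTSeq mode, the strand setting and the Ensembl release were not found in the paper's text or its readable supplementary files, so counts are uncertain for genes that overlap others.

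Between 12835400 and 25490124 reads per library were counted on genes. Gene positions, transcript lengths and GC contents came from GENCODE M21 on GRCm38, which holds 45229 of the genes (98.2%). Where several gene identifiers share a symbol, the one with the most counts was taken.

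Each comparison was fitted apart in edgeR 4.0.16 under R 4.3.3. Library sizes were normalized with TMM, and genes were filtered with filterByExpr (minimum count 10, minimum total count 15). The quasi-likelihood F test with robust dispersions was used, with Benjamini-Hochberg adjustment over all tested genes. Genes were called at the paper's thresholds, an adjusted p under 0.05 and a log2 fold change above 0.2 in size. Differences between ages and between tissues were tested as interaction terms over 12 libraries. Gene sets were tested among called genes with one-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 7 tests. The 1457 Reactome sets came with fgsea 1.28.0. A list of 62 exocytosis genes and lists of marker genes of cell types were written from general knowledge. The median change of a list was compared with 10000 random lists drawn from 20 bins of mean expression. Gene ontology categories were not analysed here. The result for 1 gene set is not reported here.

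Single genes are named by a rule: the genes that the paper names for these data, and in each comparison and direction the 3 genes with the largest change among those called whose groups do not overlap. Other genes named in the text are members of a set or list, the called genes of the cortex and the genes of a significant interaction, and these were chosen after their values were seen.

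The alternatives were DESeq2 1.42.0, DESeq2's size factors in the edgeR fit, no filter on low counts, no fold change threshold, and non-robust dispersions. Further alternatives were an offset for transcript length and GC content (loess span 0.4), all 12 libraries of a count table in one fit, a smaller background for gene sets and leaving out each library in turn. In the cortex and spinal cord, where libraries of both genotypes carry the numbers 1 to 3, a replicate block was also fitted. These numbers come from the sample labels, and the paper describes no pairing. The tests, the thresholds, these alternatives and the gene lists were fixed before the counts were read. A fit of the interaction with tissue that takes libraries of the same genotype and number as 1 mouse was added after the results were seen.

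The procedure was tested on simulated data with 200 changed genes in each comparison, drawn with the measured trend of dispersion over expression. The changed genes were all well counted, and their log2 fold changes were all well above 0.2 in size. No simulated library was set apart or biased by transcript length or GC content. The shares found are therefore no measure of power for smaller changes or for such libraries. With 3 libraries per group, edgeR called 93.5% of the changed genes in the 5-month cerebellum, 73.5% in the 2-month cerebellum, 70.5% in the cortex and 76% in the spinal cord. Of its calls, 5.56%, 5.16%, 5.37% and 5% were false. Of the calls of DESeq2 on the same simulated data, 1.07%, 9.82%, 9.68% and 8.43% were false, in the same order. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.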

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

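Of the tests below, the interaction of genotype with tissue, its fit with the offset and the test on striatal markers were set before the data were examined. The block for mouse, the splits and the use of the offset as a test of bias were chosen after the results were seen.

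For 3 genes, the effect of the GFP-PR28 genotype differed between the cortex and the spinal cord by a test of the interaction itself, with 1133 genes at an unadjusted p under 0.05 and 912 expected by chance. The paper reports no test of this difference. For 2410018L13Rik, a long noncoding RNA gene, the log2 fold change was 2.77 in the cortex and 0.39 in the spinal cord, a difference of −2.38 (standard error 0.279, edgeR adjusted p = 0.00987). For Ctss, which encodes cathepsin S, it was −0.44 in the cortex and 0.67 in the spinal cord, a difference of 1.10 (standard error 0.151, edgeR adjusted p = 0.0322). For Lmtk3 it was 1.40 and 0.34, a difference of −1.06 (standard error 0.151, edgeR adjusted p = 0.0322). In each tissue and for each of these genes, all 3 heterozygous mice lay beyond all 3 control mice in the direction given. Over the alternatives, the edgeR and DESeq2 adjusted p ranged from 1.29e-10 to 0.0930 for 2410018L13Rik, from 2.12e-07 to 0.180 for Ctss and from 2.07e-07 to 0.180 for Lmtk3.

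Several technical explanations were weighed. With an offset for transcript length and GC content, the edgeR adjusted p of the interaction was 0.00742 for 2410018L13Rik, 0.0111 for Ctss and 0.0353 for Lmtk3, so this bias does not fully explain them. When genotypes were exchanged within each tissue, 5 of 32 splits that parted the same-numbered libraries gave at least 3 genes, the real one included, and 1 gave 46. Some of these splits kept the real genotypes of 1 tissue. The 1 with 46 genes kept those of the cortex and reversed those of the spinal cord. Such splits still hold effects of genotype, so they are no measure of chance. This test therefore cannot decide whether the number of genes arose by chance. The count also moved with the libraries, from 0 to 31 genes when 1 of 12 was left out. The paper does not say whether both tissues came from the same mice, and the test took the libraries as independent. With libraries of the same genotype and number taken as 1 mouse, 0 genes passed, with 876 at an unadjusted p under 0.05, and the edgeR adjusted p was 0.0930 for 2410018L13Rik, 0.139 for Ctss and 0.0930 for Lmtk3. The deviations of such libraries from their group means had a mean correlation of −0.00967 between tissues, against 0.00460 for other numbers, so the numbers show no sign of shared mice. 2410018L13Rik and Ctss overlap other annotated genes on their strand and Lmtk3 on the opposite strand, and reads shared with them were not tested. Ctss is not among the microglial markers listed here, but those markers fell in the cortex (13 of 14 lower, median −0.27) and rose in the spinal cord (10 of 14 higher, median 0.22). A difference in the share of microglia between the dissected samples, by biology or by dissection, is a candidate explanation for Ctss that was not tested.

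In the cortex, marker genes of the striatum, a region the paper does not discuss for these data, were higher in heterozygous mice. The median log2 fold change of 16 markers was 1.81, above all 10000 random lists matched on mean expression, and 15 of the 16 were higher. The list was written before the counts were examined, after 4 genes of the striatum and of cholinergic neurons (Penk, Tac1, Ppp1r1b and Chat) had been noticed in the authors' lists, and it leaves those out. Adjusted over the list alone, 13 markers had an edgeR adjusted p under 0.05, and adjusted over all tested genes 0 had, with 13 at an unadjusted p under 0.05. Summed over the list, control mice 1 to 3 had 447, 581 and 907 CPM and heterozygous mice 1 to 3 had 1704, 1073 and 1185 CPM. The median of 12 tested markers in the spinal cord was −0.017. Motor neuron markers, a list of 7 that includes Chat and other genes of cholinergic neurons, were also higher in the cortex (5 of 6 tested, median 1.42, above all 10000 random lists).

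Striatal tissue in the cortex dissection, in unequal shares between mice, is a candidate explanation, since the median of 1.81 was measured on markers outside the authors' list. With the length and GC offset the median was 1.76, so a bias of length or GC content does not fully explain it. Among the 4 splits that part all same-numbered libraries, 1 gave a median difference as large, the real one, and 4 splits are too few to exclude a chance arrangement of samples over the genotypes. A rise of these transcripts within cortical cells would be the biological explanation, and these data could not tell it apart from dissection.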

How the results depend on the processing

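All alternatives in this part but the block for mouse were fixed before the data were examined, and that block was chosen after the results were seen. Over the 19 results of whole comparisons, 76 of 123 values under the alternatives other than leaving out a library stayed on the same side of their threshold or within 1.5 times the count. The sets of synaptic and exocytosis genes among genes lower in the 5-month cerebellum, and the overlap of the cerebellum with the spinal cord, kept their side of the threshold under each of these alternatives that gave a value. DESeq2's size factors in the edgeR fit, and calls without a fold change threshold, moved no result of a comparison past these bounds. For the results listed here, the cause of the change was not tested, apart from the tests given under the other observations.

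With DESeq2, the counts were 243 higher in the 5-month cerebellum, 11 higher and 34 lower in the 2-month cerebellum, 92 higher and 46 lower in the cortex and 59 higher and 15 lower in the spinal cord. The exocytosis list then had an exact p of 0.00733 at 2 months and 0.00162 in the cortex, and the overlap of the cerebellum at 2 and 5 months an exact p of 2.41e-52. The interaction of genotype with age gave 4 genes and that with tissue 51.

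With no filter on low counts, 591 genes were higher in the 5-month cerebellum, 6 higher and 20 lower in the 2-month cerebellum, 75 higher and 33 lower in the cortex and 186 higher and 58 lower in the spinal cord. The exact p was 0.0445 for the exocytosis list at 2 months and 1.03e-30 for the overlap of the ages. The interactions gave 3 genes with age and 20 with tissue.

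With the length and GC offset, 6 higher and 12 lower genes were called in the 2-month cerebellum, 10 higher and 3 lower in the cortex and 0 lower in the spinal cord, and the interaction with tissue gave 12 genes. The exact p of the Translation set at 5 months rose to 0.244 and that of the overlap of the ages fell to 4.42e-18. At 2 months, the log2 fold change of Grin2a became −0.050 and that of Pcp2 0.014, opposite in sign to the values without the offset of 0.030 and −0.049. In the cortex, the share of called genes that were higher was 100% without and 76.9% with the offset. In the 5-month cerebellum it was 46.6% and 52.4%.

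In a single fit of the 12 libraries of a count table, 104 higher and 121 lower genes were called in the 5-month cerebellum, 9 higher and 38 lower in the 2-month cerebellum, 75 higher and 29 lower in the cortex and 0 higher and 0 lower in the spinal cord, where 777 genes had an unadjusted p under 0.05. With non-robust dispersions, 0 higher and 0 lower were called in the spinal cord, with 1151 at an unadjusted p under 0.05. Against only genes in Reactome sets, the Innate Immune System set at 5 months had an exact p of 0.0823.

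No paired analysis was possible because no replicate number occurs in both genotypes of the cerebellum at either age. In the cortex and spinal cord, the numbers 1 to 3 occur in both. With them as a replicate block, 8 genes were higher and 0 lower in the cortex, and 40 higher and 3 lower in the spinal cord. With the offset added to the replicate block, 9 higher and 1 lower were called in the cortex and 24 higher and 0 lower in the spinal cord. In the spinal cord, same-numbered libraries had a mean correlation of 0.0267 between their deviations from the group means, against −0.0134 for other numbers, so the numbers show little sign of a pairing. With libraries of the same genotype and number in both tissues taken as 1 mouse, the interaction with tissue gave 0 genes, with 876 at an unadjusted p under 0.05.

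Leaving out each library in turn kept 71 of 112 values of the comparisons within the bounds above. The counts went from 163 to 474 higher and from 270 to 548 lower in the 5-month cerebellum, and from 0 to 167 and from 0 to 195 in the 2-month cerebellum. In the cortex they went from 0 to 93 higher and from 0 to 41 lower, and in the spinal cord from 0 to 399 and from 0 to 244. The counts at 0 in this paragraph stand beside 836 genes at an unadjusted p under 0.05 at 2 months, 1929 in the cortex and 1135 in the spinal cord with all libraries. The exact p of the exocytosis list in the cortex went from 0.0116 to 1 over the 4 fits with called genes, and that of the Innate Immune System set in the spinal cord from 2.60e-11 to 1 over 2. That of the overlap of the cerebellum with the spinal cord went from 8.13e-18 to 1 over 8 fits. At 2 months, genes were called only in the fit without control mouse 1, which gave an exact p of 6.73e-05 for the exocytosis list and 1.82e-147 for the overlap of the ages. The interactions went from 0 to 3 genes with age, where 646 had an unadjusted p under 0.05 in the fit of all 12, and from 0 to 31 with tissue. A fit with no called genes gave no value for a set or an overlap.

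For the named genes, 222 of 275 log2 fold changes kept their direction and side of the threshold under the other alternatives, 25 lost and 26 gained a call, and 2 changed sign, both given above. When a library was left out, 196 of 263 kept both, 53 lost and 10 gained a call, and 4 changed sign. At 2 months, the log2 fold change changed sign without control mouse 1 for 3 genes. It ranged over the left-out libraries from −0.13 (without control mouse 1) to 0.24 for Camk4, from −0.14 (without it) to 0.13 for Grin2a, and from −0.16 to 0.19 (without it) for Pcp2. Gfap in the cortex ranged from −0.30 to 0.040, the latter without control mouse 3. Among the named genes, the fit of 12 libraries took away the most calls, 13 of 43, and DESeq2 added the most, 9 of 42.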

Differences from the paper's values

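The counts of called genes were lower than the paper's in all comparisons but the 5-month cerebellum. In the 5-month cerebellum, 391 genes were called higher, against the paper's 239. Of the alternatives set before the data were examined, those within 1.5 times the paper's count were DESeq2 (243), non-robust dispersions (349), leaving out control mouse 7 (296), leaving out control mouse 9 (222), leaving out control mouse 11 (163), leaving out heterozygous mouse 10 (351) and leaving out heterozygous mouse 12 (221). The other alternatives gave between 104 and 591 and did not close the gap: DESeq2's size factors, no filter on low counts, the length and GC offset, the fit of 12 libraries, leaving out heterozygous mouse 8, and no fold change threshold.

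In the 2-month cerebellum, 0 genes were called higher and 0 lower, with 836 genes at an unadjusted p under 0.05, against the paper's 11 and 31. Within the paper's range came DESeq2 (11) and the fit of 12 libraries (9) for higher genes, and DESeq2 (34) and the fit of 12 libraries (38) for lower genes. The other alternatives, among them no filter on low counts, the offset and leaving out any 1 library, gave between 0 and 167 higher and between 0 and 195 lower.

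In the cortex, 6 genes were called higher and 0 lower, with 1929 at an unadjusted p under 0.05, against the paper's 90 and 42. The gap closed for higher genes with DESeq2 (92), no filter on low counts (75), the fit of 12 libraries (75) and leaving out control mouse 1 (93), and for lower genes with DESeq2 (46), no filter on low counts (33), the fit of 12 libraries (29) and leaving out control mouse 1 (41). Under the remaining alternatives set before the data were examined, the counts lay between 0 and 38 higher and between 0 and 3 lower. These were DESeq2's size factors, the offset, non-robust dispersions, the replicate block with and without the offset, leaving out any library but that of control mouse 1, and no fold change threshold.

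In the spinal cord, 18 genes were called higher, against the paper's 59, and 1 lower, against the paper's 15. For higher genes, DESeq2 (59) and the replicate block (40) came within the paper's range, and for lower genes DESeq2 (15). All other alternatives set before the data were examined, leaving out each library included, lay outside it, between 0 and 399 higher and between 0 and 244 lower.

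DESeq2 is the tool that the paper's methods name. The 33 log2 fold changes that were compared with the paper's lists did not differ by more than the error, and the largest difference was 0.0624.

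Some genes that the paper lists as changed were not called here. C1qa in the 5-month cerebellum had a log2 fold change of 0.99 (adjusted p = 0.0953, from 4.73e-08 to 0.279 over the alternatives) and was called with DESeq2, no filter on low counts, non-robust dispersions, leaving out heterozygous mouse 10 and leaving out heterozygous mouse 12. Gfap in the 5-month cerebellum had a log2 fold change of 1.15 (adjusted p = 0.0653, from 3.32e-06 to 0.211 over the alternatives) and was called with DESeq2, non-robust dispersions, the fit of 12 libraries and leaving out heterozygous mouse 10. Rims3 in the 2-month cerebellum had a log2 fold change of −0.44 (adjusted p = 0.295, from 0.000439 to 0.990 over the alternatives) and was called with DESeq2 and leaving out control mouse 1. Doc2b in the 2-month cerebellum had a log2 fold change of −0.66 (adjusted p = 0.297, from 1.15e-09 to 0.990 over the alternatives) and was called with DESeq2, no filter on low counts, the fit of 12 libraries and leaving out control mouse 1. Chac1 in the 2-month cerebellum had a log2 fold change of 1.31 (adjusted p = 0.172, from 7.36e-06 to 0.990 over the alternatives) and was called with DESeq2, no filter on low counts, the length and GC offset, the fit of 12 libraries and leaving out control mouse 1. Atf5 in the 2-month cerebellum had a log2 fold change of 0.94 (adjusted p = 0.347, from 5.87e-12 to 0.990 over the alternatives) and was called with DESeq2, the length and GC offset, the fit of 12 libraries and leaving out control mouse 1. Atf5 in the cortex had a log2 fold change of 0.87 (adjusted p = 0.195, from 0.00195 to 0.812 over the alternatives) and was called with DESeq2, no filter on low counts, the length and GC offset, the fit of 12 libraries and leaving out control mouse 1. Cd68 in the spinal cord had a log2 fold change of 1.07 (adjusted p = 0.149, from 2.42e-09 to 0.844 over the alternatives) and was called with DESeq2, no filter on low counts, the replicate block and leaving out heterozygous mouse 1. Gfap in the spinal cord had a log2 fold change of 0.37 (adjusted p = 0.214, from 0.00116 to 1 over the alternatives) and was called with DESeq2, no filter on low counts and leaving out heterozygous mouse 1.

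The paper names exocytosis as a main pathway at 2 months and in the cortex, and here the exocytosis list held 0 called genes in either, with 11 and 18 of its genes at an unadjusted p under 0.05. It reports a strong association of the genes of the 2 ages, and here no gene was called at 2 months. Even so, 684 of 830 genes called at 5 months changed in the same direction at 2 months. Pearson's r between their log2 fold changes was 0.736, where genes are not independent replicates. DESeq2 called 2 genes of the list at 2 months and 4 in the cortex, and 41 genes at both ages.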

Other observations

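Of the tests below, the splits with edgeR, the correlations with transcript length and GC content and the test of Purkinje cell markers were set before the data were examined. The splits with DESeq2 and of the interactions, the fits without the library set apart, the use of the gene set results with the offset as tests of a bias, the use of granule cell markers and the test of the spinal cord split were chosen only after the results were seen.

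With edgeR, 1 of the 10 splits of the 6 libraries of the 5-month cerebellum into 3 against 3 gave at least 839 called genes, the real split, and the others gave at most 7. With DESeq2, 1 of 10 gave at least 641, and the others at most 9. In the 2-month cerebellum, all 10 of 10 splits gave the 0 genes of the real one with edgeR, with 836 genes at an unadjusted p under 0.05 in the real split. Any split gives at least 0, so this count shows nothing. With DESeq2, 1 of 10 gave at least 45, and the others at most 2. In the cortex and spinal cord, the real split parts 3 same-numbered pairs and was compared with the splits that do so too, while the 6 others part 1 pair. In the cortex, 1 of 4 splits gave at least 6 genes with edgeR and 1 of 4 at least 138 with DESeq2. In the spinal cord, 1 of 4 gave at least 19 with edgeR and 2 of 4 at least 74 with DESeq2. With 10 or 4 splits, none of these shares can fall low enough to exclude a chance arrangement.

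The second spinal cord split with as many genes in DESeq2 set control mouse 1 and heterozygous mice 2 and 3 against the rest and gave 260 genes, where edgeR gave 0 and the real split 74. Its log2 fold changes followed transcript length, with a Spearman's rho across genes of 0.625 in size, against 0.0481 for the real split. This is consistent with a difference in transcript length bias between libraries, which DESeq2 called as differences between genes. By the rho of the real split, that bias does not follow the genotypes in this tissue. Among all 10 splits, 3 gave at least 74 genes in DESeq2. The third set control mice 1 and 3 and heterozygous mouse 1 against the rest, parts 1 same-numbered pair and gave 143 genes. Its rho with transcript length was 0.159 in size, and no offset was fitted to it.

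Across tested genes, which are not independent replicates, Spearman's rho between the log2 fold change and transcript length was −0.169 in the 5-month cerebellum and 0.298 in the cortex. Between the log2 fold change and GC content it was −0.269 in the 2-month cerebellum and −0.0969 in the spinal cord. At 5 months and in the spinal cord, rho was within 0.2 of 0. Even so, the 5-month libraries were parted by genotype in how their deviations followed transcript length. Spearman's rho was 0.144 to 0.171 in control mice and −0.219 to −0.107 in heterozygous mice. A length bias of libraries and an effect of genotype on long genes cannot be told apart there. At 2 months and in the cortex, rho between the log2 fold change and GC content or length was larger than 0.2 in size. When the length and GC offset was added, calls rose from 0 (836 at an unadjusted p under 0.05) to 18 at 2 months, and from 6 to 13 in the cortex, where all 6 genes called without the offset stayed called. The median of the exocytosis list at 2 months was −0.0787 with the offset, and 20 of 10000 random lists had a lower one. The bias therefore does not fully explain the genes called in the cortex or the fall of that list at 2 months.

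The genes higher at 5 months were short, with a median transcript length of 2.87 kb, and those lower were long, at 4.63 kb. With the length and GC offset, the exact p of the Translation set was 0.244, so its place among the genes higher at 5 months may follow from transcript length or GC content. Synaptic genes still passed with the offset, with an exact p of 0.000171 for Transmission across Chemical Synapses and 2.40e-10 for the exocytosis list, so this bias does not fully explain their fall.

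A loss of Purkinje cells was tested as an explanation of the fall of synaptic genes at 5 months. The median log2 fold change of 15 Purkinje cell markers was 0.0484, with 10 higher and 5 lower in heterozygous mice. Adjusted over the list, 5 were higher and 3 lower. Single markers moved both ways, with log2 fold changes from −0.57 for Rgs8 to 0.40 for Foxp2. The markers did not fall as a group, so their median gives no sign of a loss of these cells. It does not exclude such a loss, because expression was measured relative to all transcripts of a sample. Of 10 granule cell markers, 7 were lower and 3 higher, with a median of −0.164, and 89 of 10000 random lists had a lower one. With the offset the median was −0.189, and 1 list had a lower one. A smaller share of granule cells in the samples, or lower expression within them, is therefore not excluded. Pcp2, a Purkinje cell marker that the paper also names, rose by 0.20 on the log2 scale at 5 months (edgeR adjusted p = 0.00869, from 0.000285 to 0.615 over the alternatives), and all 3 heterozygous mice were above all 3 control mice. The paper's methods use Pcp2 as a reference gene in the qRT-PCR of synaptic genes. A rise of Pcp2, if real, would lower the values normalized to it. At 2 months, 4 of the 15 Purkinje cell markers were higher and 11 lower. Their median was −0.0699, and 3455 of 10000 random lists had a lower one. Adjusted over the list, 2 were lower and 0 higher at that age.

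In the 5-month cerebellum, leaving out 1 library gave from 433 to 1022 called genes, the most without heterozygous mouse 8, against 839 with all. In the 3 comparisons with at most 19 called genes, leaving out 1 library gave many more than leaving out any other. At 2 months this was control mouse 1, and without it 362 genes were called, while other splits of the 5 libraries left gave at most 5 and leaving out another library gave 0. Ddx3y, a gene of the Y chromosome, was at 43.1 CPM in this library and at 99.2 to 110 CPM in the other 5. In the cortex it was control mouse 1, without which 134 genes were called, against at most 11 in other splits and 39 without another library. In the spinal cord it was heterozygous mouse 1, without which 643 genes were called, against at most 9 in other splits. These counts are consistent with 1 library in each of these comparisons holding down the number of called genes in edgeR. The SD of its log2 deviations was far above those of the other 5 at 2 months and in the cortex, but in the spinal cord it was 0.204 against 0.140 to 0.200, so that library hardly stands apart by this measure. These libraries followed transcript length or GC content, but why they do was not tested, and no biological explanation was tested. They were chosen after the values were seen, so the counts without them are no measure of the effect of the genotype.

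For the interaction of genotype with age, 30 of 30 splits, drawn from 200, gave at least the 0 genes of the real one, which any split does, so this count shows nothing. Another split gave at most 2. At an unadjusted p under 0.05 the real one gave 646 genes, and 6 of the 30 gave at least as many, the real one included. Xist was at most 0.706 CPM in all 24 libraries, and Ttr, a choroid plexus transcript, reached 1297 CPM in cortex control mouse 3. Of 11 oligodendrocyte markers, 11 were lower in the spinal cord of heterozygous mice, with a median of −0.19. Of 7 motor neuron markers, 6 were lower there, 1 of all at an unadjusted p under 0.05, with a median of −0.16, and 45 of 10000 random lists had a lower one. With the offset the median was −0.10, and 315 had a lower one.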
